# Single-cell RNA sequencing identifies M2-like macrophage polarization associated with mesenchymal stem cell treatment in a murine sepsis model

**DOI:** 10.17305/bb.2026.13517

**Published:** 2026-02-20

**Authors:** Takehiko Oami, Takahisa Hishiya, Seiji Miyauchi, Chiaki Iwamura, Kiyoshi Hirahara, Taka-aki Nakada

**Keywords:** Cecal ligation and puncture, gene expression, macrophage polarization, pseudotime trajectory analysis, critical care

## Abstract

Mesenchymal stem cells (MSCs) have demonstrated therapeutic potential in preclinical models of sepsis, primarily through their immunomodulatory functions. However, the specific mechanistic roles of MSCs in the pathophysiology of sepsis, particularly their interactions with immune cells, are not yet fully understood. In this study, we utilized a murine sepsis model induced by cecal ligation and puncture to assess the effects of adipose-derived MSCs on survival rates, systemic cytokine profiles, and immune cell dynamics. MSCs were administered via tail vein injection immediately after surgery. To investigate cell-specific transcriptional changes and associated pathway enrichment following MSC administration, we performed single-cell RNA sequencing (scRNA-seq) on CD45-positive immune cells isolated six hours postoperatively. Our results indicated that MSC administration significantly improved the survival of septic mice compared to controls. The scRNA-seq analysis revealed dynamic changes in immune cell populations, including increased proportions of both M1 and M2 macrophages. Transcriptomic analysis demonstrated that MSC treatment downregulated inflammatory genes such as *Cd14*, *Cxcl2*, *Hmgb2*, and *Pde4b* in M0 and M1 macrophages while upregulating regulatory and metabolic genes, including *Hmox1*, *Maf*, and *Jun*. In M2 macrophages, MSCs enhanced the expression of immunomodulatory genes such as *Hmox1* and *Ccr1*, indicating a potential promotion of inflammation resolution. Pseudotime trajectory analysis suggested a transition towards M2-like transcriptional states. Overall, MSC treatment resulted in improved survival in sepsis, characterized by immune modulation, reduced inflammatory signatures, and increased M2-like macrophage profiles. These findings offer mechanistic insights into the therapeutic potential of MSCs and underscore the need for further research to optimize their clinical applications in sepsis.

## Introduction

Sepsis is a life-threatening condition characterized by organ dysfunction due to a dysregulated host response to infection, resulting in approximately 11 million deaths globally each year [1, 2]. Despite the substantial global burden of sepsis, no targeted therapies are currently available to directly address its underlying pathophysiology. While numerous anti-inflammatory agents have been assessed for their potential to mitigate excessive immune activation, clinical trials have consistently failed to replicate the therapeutic efficacy observed in animal models [3]. This discrepancy highlights the urgent need for innovative strategies to develop treatments that can effectively modulate sepsis pathogenesis.

Mesenchymal stem cells (MSCs) are multipotent progenitor cells capable of differentiating into stromal lineages, including bone and cartilage [4, 5]. Extensive research has demonstrated the therapeutic potential of MSCs across a variety of diseases, such as ischemic heart disease, inflammatory bowel disease, and spinal cord injury, due to their regenerative and immunomodulatory properties [6]. In sepsis, preclinical studies involving animal models have reported that MSC administration can exert anti-inflammatory effects and enhance survival [7]. Building on these promising findings, phase I clinical trials are currently underway in several countries [8].

The therapeutic effects of MSCs in conditions beyond sepsis are attributed to mechanisms including the production of anti-inflammatory cytokines and the secretion of extracellular vesicles [5]. A previous study demonstrated that MSCs enhance the anti-inflammatory activity of macrophages via the prostaglandin E2 pathway in a mouse model of sepsis [9]. However, the precise mechanisms through which MSCs exert their effects in sepsis remain to be fully elucidated. Although recent advances in single-cell RNA sequencing (scRNA-seq) technologies have provided deeper insights into the functional heterogeneity of immune cells [10–13], these methodologies have rarely been applied in MSC sepsis models, and to our knowledge, have not yet been utilized in a cecal ligation and puncture (CLP) model with systemic CD45^+^ immune profiling.

We hypothesized that MSCs ameliorate sepsis pathophysiology through complex interactions with immune cells. Thus, this study aimed to elucidate the mechanistic role of MSCs in a murine model of sepsis using scRNA-seq.

## Materials and methods

### Mice

Experiments were conducted using 8- to 12-week-old male C57 BL/6 mice obtained from CLEA Japan, Inc. (Tokyo, Japan). All mice were acclimatized for a minimum of one week prior to experimentation and were housed under specific pathogen-free conditions in a controlled environment with regulated temperature, humidity, and a 12-hour light/dark cycle.

### CLP operation

Abdominal sepsis was induced using the CLP method as previously described [14]. Under isoflurane anesthesia, a midline incision was made to expose the cecum. The fecal content was gently moved toward the cecal tip, and the cecum was ligated at the midpoint between the tip and the ileocecal valve using a 4-0 silk suture. The ligated cecum was punctured twice using a 25-gauge needle, ensuring full penetration and allowing a small amount of stool to be extruded. The rectus abdominis was sutured, and the skin was sealed with glue. Following surgery, 1 mL of normal saline was administered subcutaneously for fluid resuscitation. For all experiments, ceftriaxone (50 mg/kg; NIPRO, Osaka, Japan) and metronidazole (35 mg/kg; Pfizer Japan, Tokyo, Japan) were administered subcutaneously every 12 hours for 48 hours to simulate clinical treatment conditions. Analgesics were not administered during the experiments to avoid confounding effects on immune responses in the CLP model. Animals were closely monitored, and humane endpoints were applied in accordance with institutional guidelines. The experimental conditions were optimized to create a clinically relevant sepsis model targeting a mortality rate of approximately 50% at 168 hours post-CLP surgery.

### MSCs

Adipose-derived MSCs were isolated from human donors through enzymatic digestion, followed by centrifugation. MSCs, provided by ROHTO Pharmaceutical Co., Ltd., were cultured in the company’s proprietary medium (ROHTO Pharmaceutical Co., Ltd., Kyoto, Japan). Human adipose tissue utilized for MSC manufacturing was obtained by ROHTO Pharmaceutical Co. under institutional review board-approved protocols with written informed consent from donors, as described in previously published research using the same MSC product [15–17]. The MSCs used in this study met established criteria for MSCs, including the expression of positive markers and the absence of negative markers, as previously defined [18]. The same lot of adipose-derived MSCs from ROHTO Pharmaceutical Co., Ltd. was utilized throughout the study. Cryopreserved MSCs were thawed rapidly in a 37 ^∘^C water bath, washed with culture medium to remove cryoprotectants, and resuspended for subsequent culture or analysis under sterile conditions. Human adipose-derived MSCs (AD-MSCs) were obtained from ROHTO, used at passage 4, thawed immediately prior to injection, and confirmed to have >80% viability. The treatment group was randomly assigned at the cage level to receive 1×10^6^ MSCs via the tail vein immediately following surgery, while the control group received vehicle buffer using the same method. Blinding of outcome assessment was not performed due to practical constraints; however, objective endpoints and standardized procedures were employed to minimize potential bias.

### Survival study

Survival following CLP surgery was monitored every 12 hours for a period of 168 hours. Mice that reached ethical endpoints, defined as severe weakness (e.g., inability to consume food or water), signs of distress, or sustained weight loss exceeding 20% over several days, were euthanized.

### Cytokine analysis

Plasma samples obtained 6 hours after the CLP procedure were analyzed to measure levels of interleukin (IL)-1α, IL-1β, IL-6, IL-10, IL-12 p70, IL-13, tumor necrosis factor (TNF)-α, interferon gamma (IFN-γ), granulocyte-macrophage colony-stimulating factor (GM-CSF), monocyte chemotactic protein-1 (MCP-1), macrophage inflammatory protein-1 alpha (MIP-1α), and macrophage inflammatory protein-1 beta (MIP-1β). Cytokine concentrations were determined using the Bio-Plex 200 System (Bio-Rad, Hercules, CA, USA) and the Bio-Plex Pro Mouse Cytokine 23-Plex Panel (Bio-Rad).

### scRNA-seq

Blood samples were collected from the mice 6 hours postoperatively, and immune cells (CD45-positive) were isolated using magnetic beads. The samples were subsequently encapsulated into droplets, the cells were lysed, and cDNA was synthesized using the Chromium Single Cell 3.1 Reagent Kits v3 to create a library with an index sequence for each cell, following the manufacturer’s instructions (10x Genomics, Pleasanton, CA, USA). The resulting scRNA-seq libraries were sequenced using a NovaSeq 6000 (Illumina, San Diego, CA, USA) with 128-cycle paired-end reads [19]. Individual 10x Genomics libraries were generated for each mouse (*n* ═ 3 per group) and sequenced separately.

### Bioinformatics for scRNA-seq

Raw sequencing data were processed using Cell Ranger (10x Genomics). Reads were aligned to the mouse reference genome (mm10), and gene expression count matrices were generated for each sample. Subsequent analyses were performed in R version 4.1.2 (R Foundation for Statistical Computing, Vienna, Austria, http://www.R-project.org/) utilizing the Seurat package while retaining sample identity metadata [20]. Cells were filtered using Seurat with a minimum detection threshold of 200 genes per cell (min.features = 200), and genes detected in at least three cells were retained (min.cells = 3). For downstream analyses, cells were further filtered based on the following criteria: 1,000 < nFeature_RNA < 4,000 and percent.mt < 10%. These thresholds were selected to exclude low-quality cells, potential empty droplets, and cells with elevated mitochondrial transcript proportions indicative of cellular stress or apoptosis. Unique molecular identifier counts were implicitly controlled through these gene-based filtering criteria, effectively removing cells with extremely low or excessively high transcript complexity. Doublets were not explicitly identified using a dedicated doublet-detection algorithm; however, cells with abnormally high gene counts were excluded by the upper nFeature RNA threshold, thereby mitigating potential doublet contamination.

To account for potential batch effects across samples, data integration was performed using Seurat’s anchor-based integration framework. Briefly, integration anchors were identified across datasets using FindIntegrationAnchors with 100 dimensions (dims = 1:100), followed by data integration using IntegrateData with the same dimensionality. The resulting integrated object was employed for all downstream analyses, effectively minimizing batch-driven variation while preserving biologically meaningful differences between samples.

Normalized and log-transformed expression values were generated using Seurat. Highly variable genes were identified, followed by principal component analysis (PCA). The top 50 principal components were used to construct a shared nearest-neighbor graph, and clustering was performed. Uniform Manifold Approximation and Projection (UMAP) was generated solely for visualization and was not utilized for clustering. Cell-type annotation was performed using canonical immune marker genes, with the full marker list provided in Supplementary Table S1. All samples were processed using an identical experimental and computational pipeline.

### Differentially expressed gene analysis

Differentially expressed gene (DEG) analysis was conducted using the Wilcoxon rank-sum test, with DEGs defined as those exhibiting a log fold change greater than 0.6 and an adjusted *P* value below 0.05. Gene Ontology (GO) enrichment was assessed using Enrichr and ClusterProfiler software.

For GO enrichment analyses, we utilized the gene-set collection GO_Biological_Process_2023.gmt. Single-sample gene set enrichment analysis was performed by computing gene-set activity scores via the Gene Set Variation Analysis (GSVA) R package (v2.0.7) using the single-sample gene set enrichment analysis (ssGSEA) method. Subsequently, Z-score normalization was applied to the resulting enrichment scores to facilitate comparisons across cells and samples. To mitigate the inflation of statistical power at the single-cell level due to pooling, we conducted per-mouse pseudo-bulk DEG analysis, defining DEGs as those with a log fold change greater than 1.0 and an adjusted *P* value below 0.1.

### Pseudotime analysis

Pseudotime analyses were executed using Monocle3 (v1.3.7). No additional feature or ordering-gene selection was applied for trajectory inference; instead, all genes retained after quality control (12,847 genes) were utilized for dimensionality reduction to avoid bias from arbitrary gene selection and to ensure reproducibility. Specifically, PCA was performed using the preprocess_cds function (num_dim = 50), and the resulting low-dimensional representation was employed for UMAP embedding and subsequent principal graph learning. Principal graph learning was performed using Monocle3’s learn_graph() function, applying the default parameters to the UMAP embedding generated from PCA. The learned principal graph was subsequently used for cell ordering and pseudotime assignment.

### Ethical statement

This study adhered strictly to the guidelines established by the National Institutes of Health and received approval from the Chiba University Ethics Committee (approval numbers: A4-088, A5-122, and A6-119).

### Statistical analysis

Data are presented as mean ± standard error of the mean or as absolute numbers and percentages, as appropriate. Group differences were analyzed using an unpaired *t*-test or Mann-Whitney *U* test, depending on the outcomes of the D’Agostino-Pearson omnibus normality test. Survival analysis was conducted using the log-rank test. All statistical analyses were performed using GraphPad Prism 10 (GraphPad Software, San Diego, CA, USA), with statistical significance defined as p<0.05. DEG analysis for scRNA-seq was performed utilizing Seurat with Benjamini–Hochberg false discovery rate (FDR) correction. GO and ssGSEA enrichments were reported using FDR-adjusted *P* values. Comparisons of cytokines were analyzed without multiple-testing correction due to the limited number of cytokines assessed.

## Results

### MSC treatment improves survival in a murine sepsis model

Following CLP-induced sepsis, mice were randomized to receive either MSCs or a vehicle control intravenously, with both groups receiving subcutaneous antibiotics according to our established protocol (Figure S1A). MSC treatment significantly improved survival rates compared to controls (*P* ═ 0.020), with a survival rate of 69.2% (9/13) in the MSC-treated group versus 33.3% (5/15) in the control group, 168 hours post-CLP surgery (Figure S1B). Two animals in the MSC group were excluded due to technical failure in MSC administration, which did not affect the interpretation of the survival analysis.

### Changes in systemic cytokine levels following sepsis induction

To investigate the alterations in cytokine profiles after MSC administration, blood cytokine levels were measured. At 6 hours post-CLP surgery, no significant differences were observed in plasma cytokine concentrations, including IL-1α, IL-1β, IL-6, IL-10, IL-12 p70, IL-13, TNF-α, IFN-γ, GM-CSF, MCP-1, MIP-1α, and MIP-1β, between the two groups (uncorrected *P* > 0.05 for all analyses) (Figure S2). These results suggest that systemic cytokine modulation may not be the primary mechanism underlying MSC-mediated protection in this model.

### scRNA-seq reveals cellular heterogeneity in peripheral blood after MSC treatment

To further elucidate the mechanisms of MSC action, we conducted scRNA-seq on CD45^+^ peripheral blood cells collected 6 hours after CLP and MSC or vehicle administration (Figure 1A). 

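CD45+ blood cells of 3 control mice given vehicle and of 3 MSC-treated mice were collected 6 hours after CLP, and the cells of each mouse formed their own library. The deposited matrices hold unique molecular identifier (UMI) counts per gene and barcode, made by the authors with Cell Ranger on mm10, before any filter on cell quality. Control mice 1 to 3 had totals of 44604316, 57763364 and 54920174 UMIs in 6823, 9482 and 8561 barcodes. MSC-treated mice 1 to 3 had totals of 65786149, 57532120 and 57976959 UMIs in 9603, 9595 and 9193 barcodes. From these counts, cells were filtered, integrated and clustered in Seurat, and each cluster was named from canonical markers. M0-like, M1-like and M2-like cells are set against the M0, M1 and M2 macrophages of Figure 1B, but need not be the same cells. Figure 1B has a separate monocyte population, and no such class was named here. M1-like cells were also fewer than the M1 macrophages of Figure 2B, read by eye. M0-like and M1-like clusters had to reach a set level of their markers. The M2-like name went to the monocyte or macrophage-like clusters left after the rules for other names, and no level of M2 markers was required. M0-like cells were led by *Fabp4*, *Cd36* and *Treml4*, and M1-like cells by *Fn1*, *Ccnb2*, *Spp1*, *Ccl2* and *Prtn3*. M2-like cells were led by *Tmem37*, *Saa3* and *Ms4a6d*, with a second cluster of 88 cells led by the oxidative stress genes *Prdx1* and *Hmox1*. A cluster of 2364 cells had more M0 than M2 markers among its 10 leading genes, but did not reach the level of M0 markers set for the M0-like name. It was kept as a class of its own, called here the class between M0-like and M2-like cells. The paper's text gives no clustering resolution, so Seurat's default of 0.8 was used. Counts were summed over the cells of a class in each mouse and compared by edgeR's quasi-likelihood test, with the mouse as the replicate and genes called at an adjusted p under 0.1. With 3 mice against 3, an exact permutation test cannot give a p under 0.1. Scrublet marked 3.21% to 4.95% of the filtered cells of each mouse as doublets, which were kept, and clusters carrying markers of several lineages were set apart as mixed.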

Using integrated datasets from three mice per group, we sequenced 41,052 cells. 

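The filter of more than 1000 and fewer than 4000 genes per cell with under 10% mitochondrial counts kept 5384, 7429 and 6890 cells from control mice 1 to 3. From MSC-treated mice 1 to 3 it kept 7702, 6678 and 6969 cells, so that MSC-treated mice gave 52.0% of all 41052 cells. The kept share of barcodes was lowest in MSC-treated mouse 2, at 69.6%, and lay between 75.8% and 80.5% in the others. Kept cells had a median of 5739.5 to 6058.5 UMIs in control mice and of 6234 to 6594.5 UMIs in MSC-treated mice.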

UMAP visualization revealed 20 distinct cell populations, including neutrophils, monocytes, and various macrophage subsets (M0, M1, and M2). Additionally, T-cell subsets such as CD4^+^, CD8^+^, regulatory T cells (Tregs), and T helper 2 (Th2) cells were identified, along with B cells, natural killer (NK) cells, and dendritic cells (Figure 1B and C and Figure S3).While neutrophils, naïve CD4^+^ T cells, and CD8^+^ T cells were more abundant in the control group, MSC treatment increased M1 and M2 macrophage populations (Figure 2A and B). 

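Neutrophil-like cells, the largest class, numbered 10466, and M2-like cells followed with 5752. Naive CD4 T-like cells numbered 5401, CD8 T-like cells 3885, B-like cells 2223 and NK-like cells 2032. M1-like cells numbered 2283 and M0-like cells 2167, and the monocyte or macrophage-like clusters together held 13391 cells. The NK-like cluster was led by *Gzma*, *Ccl5*, *Gzmb* and *Prf1*, which cytotoxic T cells also express. At this resolution the integrated cells fell into 31 clusters, of which several could share a class. Clusters with markers of more than 1 lineage held 1408 cells, and 59 cells stayed unnamed.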

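M2-like cells made up 19.1 ± 0.118% of the cells of MSC-treated mice and 8.45 ± 1.29% of those of the control group (SD, n = 3 mice each). Their share was higher by a log2 ratio of 1.18 (standard error 0.21, adjusted p = 0.0089 from edgeR's test on cell numbers), and every MSC-treated mouse lay above every control mouse. M1-like cells made up 6.99 ± 0.532% against 3.91 ± 0.841% in the control group, again with every MSC-treated mouse above every control mouse, but the log2 ratio of 0.84 (standard error 0.24, adjusted p = 0.066) did not pass the threshold of 0.05. Neutrophil-like cells averaged 30.8 ± 9.38% in the control group and 21.3 ± 3.06% in MSC-treated mice, a log2 ratio of -0.54 (adjusted p = 0.21) that did not pass. The share of naive CD4 T-like cells was 15.2 ± 4.61% in the control group and 10.9 ± 1.4% with MSCs (log2 ratio -0.48, adjusted p = 0.21), and that of CD8 T-like cells was 10.2 ± 1.53% and 8.61 ± 1.2% (log2 ratio -0.25, adjusted p = 0.45). In 2-sided exact permutation tests, p was 0.1 for M2-like and M1-like cells, the smallest that 3 mice against 3 allow, 0.3 for neutrophil-like cells and 0.2 for both T-like classes. Of all cells of a class pooled over mice, MSC-treated mice held 71.0% of M2-like, 65.5% of M1-like, 43.1% of neutrophil-like, 43.3% of naive CD4 T-like and 47.6% of CD8 T-like cells. Without control mouse 2 the adjusted p for M2-like cells was 0.069, and without integration it was 0.058. With TMM scaling of the class counts, the M1-like share passed (log2 ratio 0.88, adjusted p = 0.036).

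**Figure D1:**
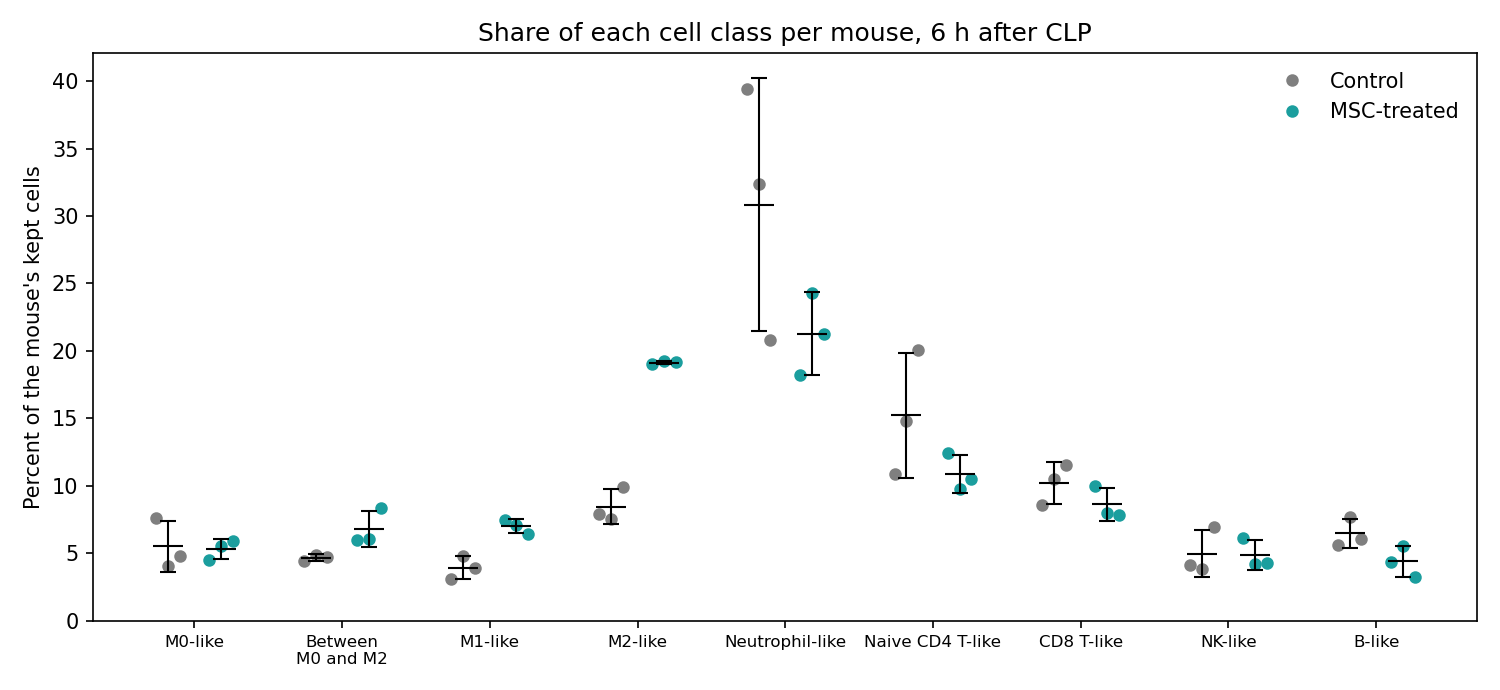
Percent of a mouse's kept cells (vertical axis) in 9 cell classes, with a dot per mouse (n = 3 control and 3 MSC-treated) and the mean ± SD beside the dots. M2-like cells lie at 7.54% to 9.93% in control mice and at 19.0% to 19.2% in MSC-treated mice, while neutrophil-like cells spread widely among control mice.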

The relative proportions of these cell populations differed between MSC-treated and control mice, with a higher proportion of double-positive T cells, NK cells, M1 and M2 macrophages, and proliferating cells in MSC-treated mice (Figure 2C). These findings suggest that MSC administration following sepsis induction selectively promotes the expansion of specific macrophage subsets in both number and proportion.

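Of 97 cells with the thymocyte genes *Rag1* and *Dntt*, which rearrange and extend antigen receptor genes and mark double-positive T cells of the thymus, 95 came from MSC-treated mouse 3. They were 1.36% of that mouse's cells (95% exact binomial confidence interval 1.1% to 1.66%), while control mice 1 to 3 had 0, 1 and 0 such cells and MSC-treated mice 1 and 2 had 0 and 1. NK-like cells made up 4.87 ± 1.11% of cells in MSC-treated mice and 4.94 ± 1.73% in the control group (SD, n = 3 each), a log2 ratio of -0.02 (adjusted p = 0.94). Proliferating cells, led by the mitotic genes *Ube2c*, *Top2a* and *Mki67*, were 0.642 ± 0.259% against 0.311 ± 0.151%, a log2 ratio of 1.03 (standard error 0.41, adjusted p = 0.16) that did not pass. They numbered 43, 29 and 65 in MSC-treated mice and 10, 20 and 33 in control mice, and their share passed only without control mouse 3 (log2 ratio 1.48, adjusted p = 0.018). Exact permutation tests gave p = 1 for NK-like and p = 0.2 for proliferating cells.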

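All monocyte or macrophage-like cells together made up 40.5 ± 1.84% of the cells of MSC-treated mice and 24.2 ± 1.27% of those of control mice (SD, n = 3 each), a log2 ratio of 0.74 (standard error 0.14, adjusted p = 0.034, exact permutation p = 0.1). M0-like cells did not differ detectably, at 5.30 ± 0.720% and 5.49 ± 1.87% (log2 ratio -0.05, adjusted p = 0.90). The class between M0-like and M2-like cells was 6.77 ± 1.34% against 4.65 ± 0.244% and did not pass (log2 ratio 0.54, adjusted p = 0.16). Shares depend on the other classes, so M2-like cells were also set against all cells other than neutrophil-like cells, where they were 24.3 ± 1.09% with MSCs and 12.2 ± 0.978% in the control group (log2 ratio 0.99, adjusted p = 0.0069). On that scale the whole monocyte or macrophage-like compartment had a log2 ratio of 0.54 (adjusted p = 0.091). Its call was also lost without control mouse 1, 2 or 3 (adjusted p = 0.14, 0.23 and 0.069) and without MSC-treated mouse 1, 2 or 3 (0.10, 0.14 and 0.34). Genes that respond to treatment can move cells between clusters, so cells were clustered again without 3258 genes that had an unadjusted p under 0.05 between the groups in M0-like, M1-like, M2-like or all monocyte or macrophage-like cells, a step chosen after seeing the data. No cluster then took the M2-like name: the 1 that held 4536 of the 5752 M2-like cells, among 5400 in all, took a name between M1-like and M2-like, and made up 17.7 ± 1.23% with MSCs and 8.09 ± 1.45% in the control group (log2 ratio 1.13, adjusted p = 0.011). Shares of captured cells do not give cell numbers per volume of blood. From the cell numbers and proportions of Figure 2, the paper proposes that MSCs given after the onset of sepsis selectively expand particular macrophage subsets.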

**Figure 1.**
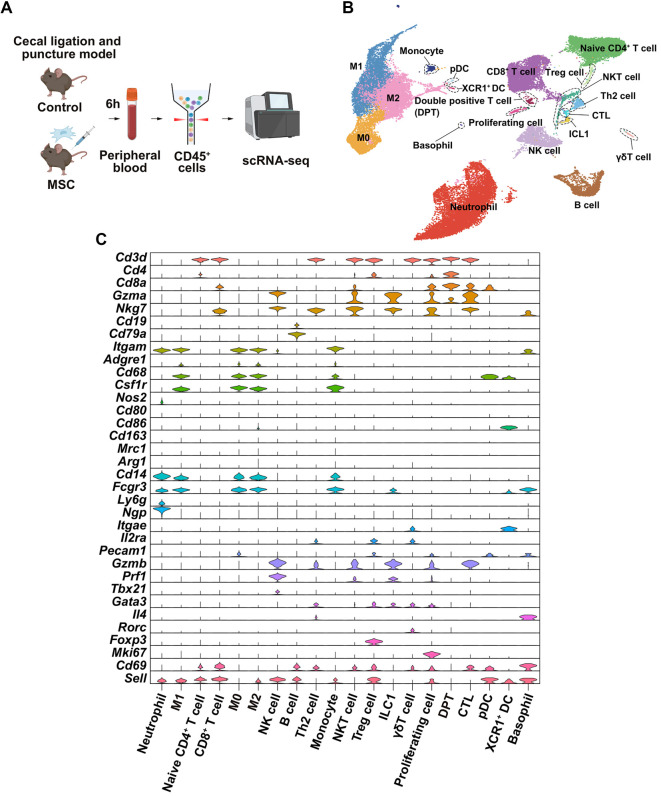
**scRNA-seq of peripheral-blood immune cells after MSC treatment in a murine sepsis model.** (A) Experimental overview and scRNA-seq workflow. Mice underwent CLP and received MSC or vehicle. Peripheral blood was collected 6 h later, CD45^+^ leukocytes were enriched, and scRNA-seq libraries were generated. (B) UMAP embedding of 41,052 integrated CD45^+^ cells from control and MSC-treated mice (*n* ═ 3 per group), resolving 20 immune populations. Clusters include neutrophils, basophils, monocytes, macrophage states (M0, M1, M2), B cells, NK cells, ILC1, DC subsets (pDC and XCR1^+^ DC), and multiple T-cell subsets (naïve CD4^+^, CD8^+^, CTL, Th2, Treg, NKT, γ δT, and DPT), as well as a proliferating cell cluster. (C) Violin plots showing normalized expression of representative lineage and state marker genes across the 20 annotated clusters, supporting cluster identity assignment and highlighting activation/proliferation programs in specific subsets. Abbreviations: scRNA-seq: Single-cell RNA sequencing; MSC: Mesenchymal stem cell; CLP: Cecal ligation and puncture; UMAP: Uniform manifold approximation and projection; M0: Unpolarized macrophage; M1: Classically activated macrophage; M2: Alternatively activated macrophage; NK: Natural killer; ILC1: Type 1 innate lymphoid cell; DC: Dendritic cell; pDC: Plasmacytoid dendritic cell; XCR1: X-C motif chemokine receptor 1; XCR1^+^ DC: XCR1-positive dendritic cell; CTL: Cytotoxic T lymphocyte; Th2: T helper 2 cell; Treg: Regulatory T cell; NKT: Natural killer T cell; γ δT: Gamma delta T cell; DPT: Double-positive T cell.

**Figure 2.**
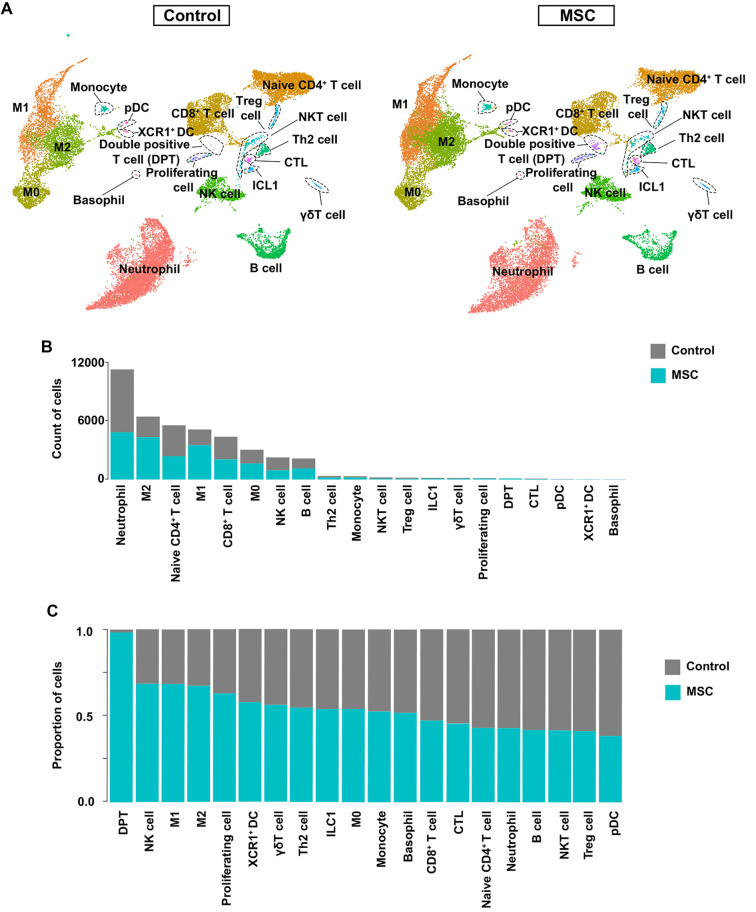
**MSC reshapes the peripheral-blood immune landscape after CLP.** (A) Separate UMAP embeddings of CD45^+^ peripheral-blood leukocytes profiled at 6 h after CLP, shown for control (left) and MSC-treated (right) mice. Cluster labels denote the immune populations identified in the integrated scRNA-seq dataset. (B) Bar plot showing the absolute number of cells assigned to each cluster in aggregated control (gray) and MSC (teal) samples, highlighting higher neutrophil, naïve CD4^+^ T-cell, and CD8^+^ T-cell counts in controls and increased M1/M2 macrophage representation with MSC treatment. (C) Stacked bar plot depicting the relative distribution of immune cell clusters within each group (control, gray; MSC, teal), showing enrichment of DPT, NK, M1/M2 macrophage, and proliferating-cell clusters following MSC treatment. Abbreviations: MSC: Mesenchymal stem cell; CLP: Cecal ligation and puncture; UMAP: Uniform manifold approximation and projection; scRNA-seq: Single-cell RNA sequencing; M0: Unpolarized macrophage; M1: Classically activated macrophage; M2: Alternatively activated macrophage; NK: Natural killer; ILC1: Type 1 innate lymphoid cell; DC: Dendritic cell; pDC: Plasmacytoid dendritic cell; XCR1: X-C motif chemokine receptor 1; XCR1^+^ DC: XCR1-positive dendritic cell; CTL: Cytotoxic T lymphocyte; Th2: T helper 2 cell; Treg: Regulatory T cell; NKT: Natural killer T cell; γ δT: Gamma delta T cell; DPT: Double-positive T cell.

### MSC treatment induces transcriptional reprogramming in macrophage populations

Given the marked changes in the number and proportion of macrophage subsets, we focused on the transcriptomic alterations and polarization status of macrophages. 

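In M0-like cells of MSC-treated mice, 12 of 29 tested genes of the inflammatory response to bacterial products were lower, 0 were higher and 17 did not pass (21 lower and 4 higher when adjusted over the list alone). *Fpr1*, a receptor for bacterial formyl peptides, had a log2 fold change of -1.34 (standard error 0.20, adjusted p = 0.020), and *Clec4d*, a receptor for bacterial glycolipids, one of -1.24 (standard error 0.19, adjusted p = 0.020). The list's median log2 fold change was -0.60. Over all genes, 56 were called lower in M0-like cells, 44, 251 and 21 without control mouse 1, 2 and 3, and only 3, 5 and 9 without MSC-treated mouse 1, 2 and 3, fewer than the 12 called here. The list holds 6 genes that the paper names for M0 macrophages and is therefore not independent evidence of direction, and among the other 23 genes 6 were lower, with a median of -0.57. In M1-like cells, 1 of 30 tested genes of this list, *Saa3*, was lower and 29 did not pass (6 lower and 1 higher when adjusted over the list alone), with a median of -0.39, or -0.24 over the 23 genes that the paper does not name there. Limma's camera gave the list an adjusted p of 3.0e-18 in M0-like and of 0.0015 in M1-like cells, with adjusted p = 0.18 and adjusted p = 0.73 with an estimated correlation. The call in M1-like cells was lost without control mouse 2 (adjusted p = 0.24), and that of *Saa3* without control mouse 3 (0.26) or MSC-treated mouse 1, 2 or 3 (0.31, 0.37 and 0.24), with the looser cell filter (0.12) and at resolution 1.2 (0.20). Of 9 tested neutrophil chemoattractants and calprotectin genes, *S100a8* and *Cxcl2* were lower in M0-like cells and 7 did not pass (5 lower when adjusted over the list alone), with a camera adjusted p of 1.1e-05, or adjusted p = 0.12 with an estimated correlation. Of 15 tested markers of neutrophils in M0-like cells, *S100a8* and *Csf3r* were lower and 13 did not pass (8 lower when adjusted over the list alone). Camera gave these markers an adjusted p of 1.4e-06, or adjusted p = 0.36 with an estimated correlation. Their median log2 fold change was -0.67, beside -0.60 for the inflammatory list, and *Csf3r* is on both lists. Whether neutrophil RNA or neutrophils joined to M0-like cells lie behind the lower inflammatory genes was not tested.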

GO enrichment analyses of DEGs in the M0, M1, and M2 macrophage clusters demonstrated that MSC treatment suppressed inflammatory pathways in M0 and M1 macrophages (Figure 3A–D and Figure S4). 

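In M0-like cells of MSC-treated mice, *H2-Ab1*, a chain of the class II molecule that presents antigen to T cells, had a log2 fold change of 1.15 (standard error 0.26, adjusted p = 0.087), and *Ciita*, which switches on class II genes, one of 3.55 (standard error 0.66, adjusted p = 0.052). These were the 2 higher genes of 11 tested for class II antigen presentation, while 9 did not pass (7 higher when adjusted over the list alone; camera adjusted p = 7.3e-08, or adjusted p = 0.25 with an estimated correlation). Of 23 tested genes of monocyte to macrophage differentiation, 4 were higher, 0 lower and 19 did not pass (9 higher and 1 lower when adjusted over the list alone), and 3 of the 23 are genes the paper names for M0 macrophages. *Eps8*, an actin regulator on that list, had a log2 fold change of 1.17 (standard error 0.13, adjusted p = 0.0030), and camera gave the list an adjusted p of 1.9e-08, or adjusted p = 0.098 with an estimated correlation. Among 36 tested negative regulators of leukocyte activation, the inhibitory receptors *Clec12a* (log2 fold change 1.48, adjusted p = 0.0030) and *Havcr2* (0.99, adjusted p = 0.068) were higher, *Pirb* (-0.45, adjusted p = 0.083) and *Dusp1* were lower, and 32 did not pass. Adjusted over the list alone, 12 were higher and 9 lower, and camera did not call the list (adjusted p = 0.12), although it passed without control mouse 1 (0.011) or 3 (0.023).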

In M0 macrophages, MSC treatment resulted in the downregulation of inflammatory response genes and the upregulation of genes involved in T cell activation regulation, leukocyte differentiation, and the negative regulation of immune effector processes (Figure 3A and B). The most significantly downregulated genes included those involved in the inflammatory response to bacterial components (*Cd14*, *Cxcl2*, and *Clec4e*). Conversely, upregulated genes were primarily associated with cholesterol transport and metabolism (*Fabp5* and *Abcg1*) (Figure 3A).

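*Cd14* (ENSMUSG00000051439), the co-receptor that hands bacterial lipopolysaccharide to TLR4, lies on chromosome 18 of GRCm38 from 36725067 to 36726798. In M0-like cells it fell from 952 ± 342 CPM (library-scaled counts) in control mice to 397 ± 24.1 in MSC-treated mice (SD, n = 3 each), a log2 fold change of -1.26 (standard error 0.23, adjusted p = 0.044). *Cxcl2* (ENSMUSG00000058427), a chemokine that draws neutrophils, lies on chromosome 5 from 90903871 to 90905938. Its level was 1157 ± 612 CPM in the control group and 360 ± 45.5 CPM with MSCs, a log2 fold change of -1.68 (standard error 0.34, adjusted p = 0.068). *Clec4e* (ENSMUSG00000030142), the Mincle receptor for bacterial glycolipids, lies on chromosome 6 from 123281789 to 123289870. It went from 721 ± 231 to 371 ± 62.0 CPM, a log2 fold change of -0.96 (standard error 0.21, adjusted p = 0.084). For each of these genes every MSC-treated mouse lay below every control mouse. Among the other genes named in Figure 3A, *Mcemp1* (log2 fold change -1.0, adjusted p = 0.0043), *Ccrl2* (-1.36, adjusted p = 0.028) and *Thbs1* (-1.87, adjusted p = 0.053) were also lower. The *Cd14* call was lost without control mouse 3 (adjusted p = 0.10) and without MSC-treated mouse 1, 2 or 3 (0.23, 0.21 and 0.19). The *Cxcl2* and *Clec4e* calls were lost without control mouse 1 (0.15 and 0.18) or 3 (0.17 and 0.23) and without MSC-treated mouse 1 (0.24 and 0.34), 2 (0.28 and 0.22) or 3 (0.26 and 0.28). *Ccrl2* did not pass without MSC-treated mouse 1 (0.15), nor *Thbs1* without MSC-treated mouse 2 or 3 (0.22 and 0.23). *Cxcl2* and *Clec4e* were also lost without integration (0.11 and 0.14), *Cxcl2* with doublets removed (0.12), and *Thbs1* when the class between M0-like and M2-like cells was joined to M0-like cells (0.12), an alternative chosen after seeing the data.

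**Figure D2:**
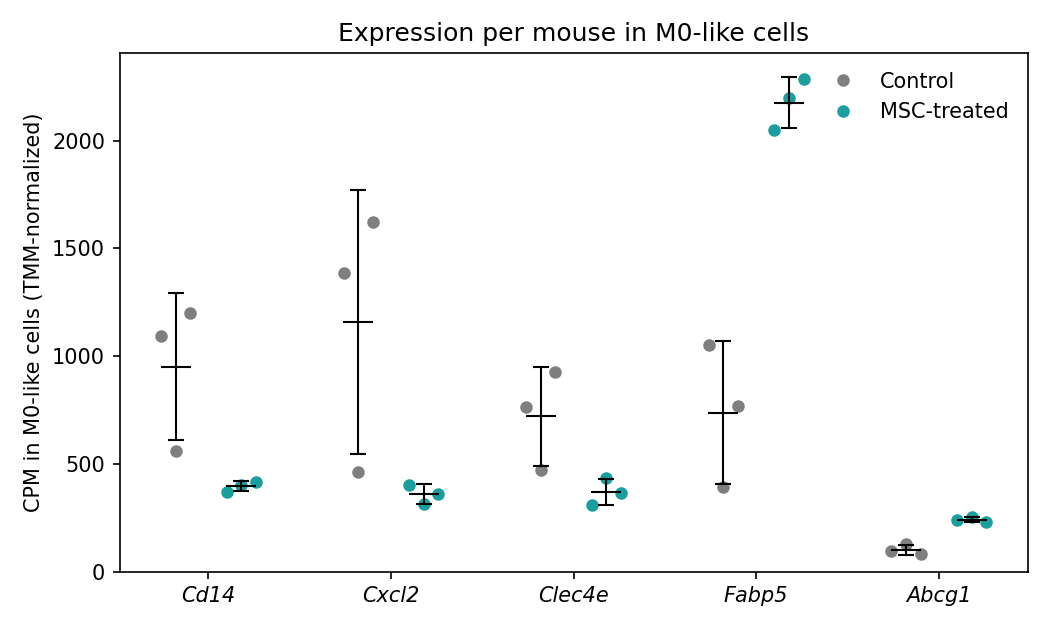
CPM in M0-like cells (vertical axis) of Cd14, Cxcl2, Clec4e, Fabp5 and Abcg1, with a dot per mouse (n = 3 control and 3 MSC-treated) and the mean ± SD beside the dots. All MSC-treated mice lie below all control mice for Cd14, Cxcl2 and Clec4e and above them for Fabp5 and Abcg1.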

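*Fabp5* (ENSMUSG00000027533) encodes a fatty acid-binding protein and lies on chromosome 3 of GRCm38 from 10012548 to 10016607. It rose from 739 ± 331 CPM in M0-like cells of control mice to 2177 ± 119 CPM in those of MSC-treated mice (SD, n = 3 each), a log2 fold change of 1.56 (standard error 0.26, adjusted p = 0.036). *Abcg1* (ENSMUSG00000024030), a transporter that exports cholesterol to lipoproteins, lies on chromosome 17 from 31057675 to 31117988. Its level was 102 ± 23.5 CPM in the control group and 242 ± 11.1 CPM with MSCs, a log2 fold change of 1.24 (standard error 0.15, adjusted p = 0.0049), and it stayed past the threshold without any 1 mouse. The *Fabp5* call was lost without MSC-treated mouse 1, 2 or 3 (adjusted p = 0.18, 0.16 and 0.15) and when the class between M0-like and M2-like cells was joined to M0-like cells (0.15), an alternative chosen after seeing the data. Of 22 tested genes of cholesterol efflux and lipid handling, 6 were higher, 0 lower and 16 did not pass (12 higher and 1 lower when adjusted over the list alone), with a median log2 fold change of 0.55. The paper names 4 of these genes for M0 macrophages, and of the other 18 genes 3 were higher, with a median of 0.22. *Naaa*, a lipid amidase, had a log2 fold change of 1.61 (standard error 0.14, adjusted p = 0.0016), *Lpl*, a lipase, one of 1.31 (standard error 0.30, adjusted p = 0.093), and *Cd36*, a lipid scavenger receptor that helps to define this cluster, one of 0.55 (standard error 0.10, adjusted p = 0.052). Camera gave the list an adjusted p of 4.4e-15, and its call held with an estimated correlation (adjusted p = 0.037). The list tested holds the 4 genes that the paper names from the same mice, so neither p is independent evidence.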

**Figure 3.**
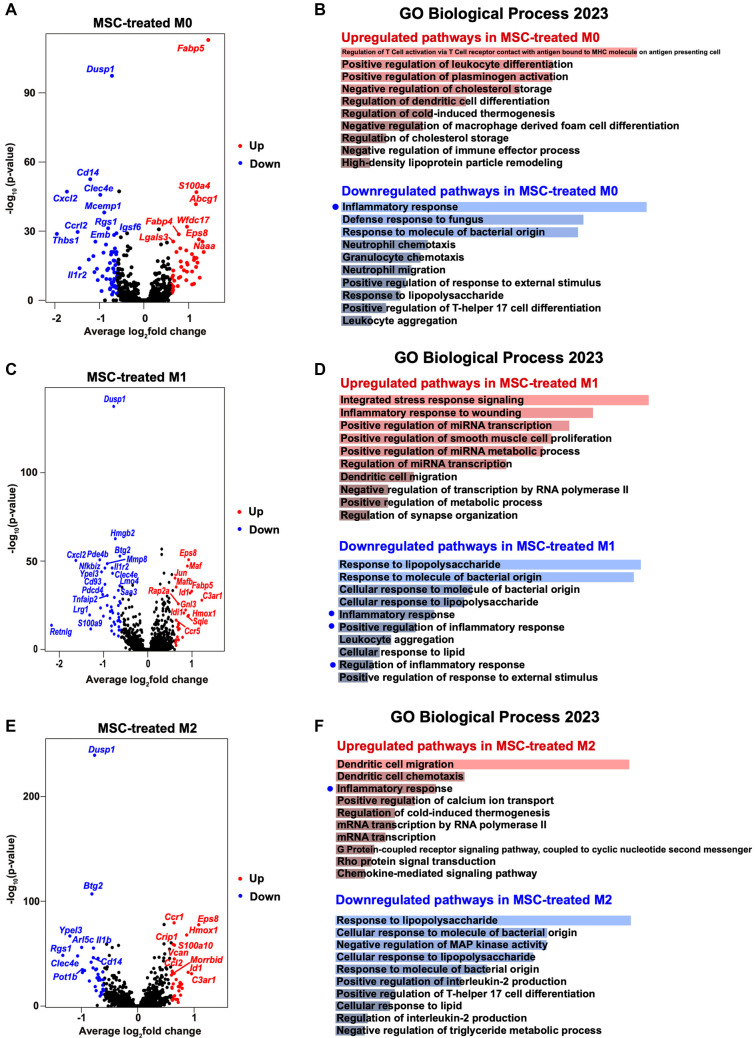
**MSC-driven transcriptional and pathway reprogramming across macrophage subsets.** (A, C, E) Volcano plots showing differential gene expression between MSC and control conditions within M0 (A), M1 (C), and M2 (E) macrophage clusters. The x-axis indicates average log2 fold change (MSC vs control) and the y-axis shows −log10(*P* value); upregulated genes are shown in red and downregulated genes in blue, with selected genes annotated. (B, D, F) GO Biological Process enrichment analyses for the upregulated (red) and downregulated (blue) gene sets in M0 (B), M1 (D), and M2 (F) macrophages. Bars denote the top enriched processes ranked by enrichment significance; blue dots highlight inflammation-related terms. Abbreviations: MSC: Mesenchymal stem cell; GO: Gene Ontology; scRNA-seq: Single-cell RNA sequencing; M0: Unpolarized macrophage; M1: Classically activated macrophage; M2: Alternatively activated macrophage.

Similarly, M1 macrophages from MSC-treated mice exhibited downregulation of pro-inflammatory genes and upregulation of stress-response genes (Figure 3C and D). 

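Of 17 tested FoxO and quiescence genes, *Ypel3*, *Pdcd4*, *Ccng2* and *Btg2* were lower in M1-like cells of MSC-treated mice, 0 were higher and 13 did not pass (6 lower and 1 higher when adjusted over the list alone). *Pdcd4*, which restrains translation, had a log2 fold change of -1.09 (standard error 0.16, adjusted p = 0.074), and camera gave the list an adjusted p of 8.5e-06, or adjusted p = 0.41 with an estimated correlation. The paper names 4 of these genes for M1 macrophages, and the median of the other 13 was 0.04, opposite in sign to the list's median of -0.38. *Pdcd4*, *Ypel3* and *Btg2* did not pass without control mouse 3 (0.23, 0.16 and 0.25) or MSC-treated mouse 1 (0.27, 0.27 and 0.33), 2 (0.30, 0.30 and 0.37) or 3 (0.19, 0.19 and 0.27). With the looser cell filter *Pdcd4* and *Btg2* did not pass (0.16 and 0.24), nor did they at resolution 1.2 (0.10 each), nor *Btg2* without integration (0.11). Of 34 tested interferon-stimulated genes, *Ifi47* (log2 fold change 0.76, standard error 0.13, adjusted p = 0.077) was higher, 0 were lower and 33 did not pass (6 higher when adjusted over the list alone; camera adjusted p = 1.2e-09, or adjusted p = 0.55 with an estimated correlation). Of 20 tested genes of heme breakdown and oxidative stress, *Hmox1* was higher and 19 did not pass, and camera did not call the list (adjusted p = 0.079), although it passed without MSC-treated mouse 3 (0.038) and without integration (0.0035). Of 22 tested markers of neutrophils, *Mmp9* (log2 fold change -1.33, standard error 0.26, adjusted p = 0.095) was lower and 21 did not pass (11 lower when adjusted over the list alone; camera adjusted p = 2.0e-07, or adjusted p = 0.55 with an estimated correlation). Of 7 tested markers of T cells, edgeR and DESeq2 each called 0, with 1 higher at an unadjusted p under 0.05, a median log2 fold change of 1.08 and a camera adjusted p of 0.020 upward, or adjusted p = 0.73 with an estimated correlation; the call was lost without control mouse 1 (0.26) or MSC-treated mouse 3 (0.24). The neutrophil gene *Retnlg* had a log2 fold change of -1.92 (standard error 0.56, adjusted p = 0.21) and did not pass.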

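*Dusp1*, a phosphatase that turns off MAP kinases, fell in M1-like cells from 919 ± 61.6 CPM in control mice to 528 ± 91.7 CPM in MSC-treated mice (SD, n = 3 each), a log2 fold change of -0.80 (standard error 0.12, adjusted p = 0.074; ENSMUSG00000024190, chromosome 17 of GRCm38 from 26505590 to 26562128). *Hmgb2*, a chromatin protein of dividing cells (ENSMUSG00000054717, chromosome 8 from 57511907 to 57515999), fell from 1599 ± 314 to 1040 ± 42 CPM (log2 fold change -0.62, standard error 0.12, adjusted p = 0.098). It is 1 of 2 lower genes, with *Cenpa*, of 28 tested for the cell cycle, of which 26 did not pass (10 lower and 5 higher when adjusted over the list alone; camera adjusted p = 0.042 downward, or adjusted p = 0.81 with an estimated correlation), and that list call was lost without control mouse 3 (0.96) or MSC-treated mouse 3 (0.24). The share of cycling cells among M1-like cells was not measured, so a change in it is not separated from a change within cells. *Jun*, a subunit of AP-1 (ENSMUSG00000052684, chromosome 4 from 95049034 to 95052222), rose from 204 ± 6.71 to 308 ± 29.5 CPM (log2 fold change 0.59, standard error 0.083, adjusted p = 0.074). *Cxcl2* had 530 ± 311 CPM in the control group and 205 ± 42 CPM with MSCs (log2 fold change -1.38, standard error 0.43, adjusted p = 0.23), which did not pass. *Pde4b*, which degrades cyclic AMP (ENSMUSG00000028525, chromosome 4 from 102087543 to 102607259), had a log2 fold change of -1.25 (standard error 0.42, adjusted p = 0.27). *Eps8* (ENSMUSG00000015766, chromosome 6 from 137477245 to 137654876) had one of 0.77 (standard error 0.27, adjusted p = 0.29). The transcription factor gene *Maf* (ENSMUSG00000055435, chromosome 8 from 115682942 to 115707794) had a log2 fold change of 0.96 (standard error 0.44, adjusted p = 0.40). None of *Pde4b*, *Eps8* and *Maf* passed, and the mice of the groups overlapped for each of them and for *Cxcl2*, although without the filter on low counts *Cxcl2* in M1-like cells passed (adjusted p = 0.0042), as did *Pde4b* in M1-like cells (0.011), *Eps8* in M1-like cells (0.015) and *Maf* in M1-like cells (0.053). Over all genes, calls in M1-like cells rose from 76 to 360 without that filter, so passing there is not particular to these genes. *Cxcl2* in M1-like cells also passed without control mouse 1 (0.023). Without control mouse 3, *Dusp1*, *Hmgb2* and *Jun* had adjusted p of 0.23, 0.27 and 0.23 and did not pass. The same calls were lost without MSC-treated mouse 1 (0.15, 0.38 and 0.27), 2 (0.30, 0.37 and 0.30) or 3 (0.21, 0.24 and 0.19), and with the looser cell filter (0.12 each), and that of *Hmgb2* also with doublets removed (0.11) and at resolution 1.2 (0.10).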

Notably, downregulated genes included *Dusp1*, *Hmgb2*, *Cxcl2*, and *Pde4b*, while upregulated genes included transcription factors and regulators such as *Eps8*, *Maf*, *Jun*, and *Mafb* (Figure 3B). In contrast, M2 macrophages from MSC-treated mice showed upregulation of pathways associated with inflammatory regulation and immune activation, including *Hmox1* and *Ccr1*, and downregulation of pathways involved in bacterial response and IL-2 production (Figure 3E and F). Collectively, these findings suggest that MSC administration attenuates pro-inflammatory gene expression and enhances regulatory and metabolic pathways across macrophage subsets.

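*Hmox1* encodes heme oxygenase 1, which degrades heme, and lies on chromosome 8 of GRCm38 from 75093621 to 75100589 (ENSMUSG00000005413). In M2-like cells it had 1864 ± 438 CPM in MSC-treated mice and 1027 ± 476 CPM in control mice (SD, n = 3 each), a log2 fold change of 0.86 (standard error 0.33, adjusted p = 0.36) that did not pass. *Ccr1*, a receptor for inflammatory chemokines (ENSMUSG00000025804, chromosome 9 from 123962124 to 123968692), had 407 ± 45.9 and 244 ± 59.6 CPM, with every MSC-treated mouse above every control mouse. Its log2 fold change of 0.74 (standard error 0.17) did not pass in edgeR (adjusted p = 0.20) and passed in DESeq2 (adjusted p = 0.012). The 1 gene called lower was *Ypel3*, a growth suppressor (ENSMUSG00000042675, chromosome 7 from 126776955 to 126780514), at 28.2 ± 2.17 CPM with MSCs and 66.7 ± 6.07 CPM in the control group (log2 fold change -1.24, standard error 0.10, adjusted p = 0.025). Its call was lost without control mouse 1 or 3 (adjusted p = 0.14 and 0.13) and without MSC-treated mouse 1 or 3 (0.33 and 0.12). Of 31 tested genes of the inflammatory response to bacterial products, edgeR called 0 in M2-like cells, with 6 lower and 0 higher at an unadjusted p under 0.05, 0 called by DESeq2, and 1 lower when adjusted over the list alone. The list's median log2 fold change was -0.37, and camera gave it an adjusted p of 0.0066 downward, or adjusted p = 0.83 with an estimated correlation. That call was lost without control mouse 2 (adjusted p = 0.18) or MSC-treated mouse 2 (adjusted p = 0.075). Of 21 genes of heme breakdown and oxidative stress, edgeR and DESeq2 each called 0, with 2 higher and 1 lower at an unadjusted p under 0.05 (0 when adjusted over the list alone; camera adjusted p = 0.033 upward, or adjusted p = 0.83 with an estimated correlation), a call lost without control mouse 1 or 2 (0.090 and 0.18). Genes of IL-2 production were not analysed here as a list.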

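All 70 gene and subset pairs named in Figure 3A, C and E changed in MSC-treated mice in the direction the figure shows, when the counts of each mouse were summed. Of these, 27 passed at an adjusted p under 0.1 with the mouse as replicate, and 43 passed in DESeq2. In M0-like cells 9 of 11 lower genes and 5 of 8 higher genes passed, among them *Il1r2*, a decoy receptor for IL-1 (log2 fold change -1.76, standard error 0.37, adjusted p = 0.073), and *S100a4*, a calcium-binding protein of motile cells (1.43, standard error 0.30, adjusted p = 0.070). In M1-like cells 6 of 19 lower genes and 6 of 13 higher genes passed, among them *Gnl3*, a nucleolar protein of growing cells (log2 fold change 0.97, standard error 0.11, adjusted p = 0.047). Without control mouse 3, *Il1r2*, *S100a4* and *Gnl3* had adjusted p of 0.17, 0.17 and 0.16, and they were lost as well without MSC-treated mouse 1 (0.22, 0.23 and 0.27), 2 (0.28, 0.16 and 0.30) or 3 (0.26, 0.26 and 0.19). *S100a4* was also lost without integration (0.40), and *Il1r2* and *S100a4* when the class between M0-like and M2-like cells was joined to M0-like cells (0.17 and 0.12), an alternative chosen after seeing the data. In M2-like cells 1 of 9 lower genes and 0 of 10 higher genes passed, while DESeq2 called 5 and 7. All mice of a group lay on the same side of all mice of the other in 46 of the 70, where chance gives 10%. These genes were chosen by the paper from the same mice, so their direction is not independent evidence. Pooled over cells, as in Figure 3, the average log2 fold change was beyond 0.6 either way for 60 of the 70 when 1 was added to the sum over cells, as in Seurat 5, and for 27 when 1 was added to the mean, as in earlier versions. The latter form was computed before the former, and the choice between them was made after both sets of values were seen. A difference in response between subsets was tested over all genes, and 20 of 9687 differed between M0-like and M2-like cells, 11 of 9153 between M0-like and M1-like cells, and 0 of 10142 between M1-like and M2-like cells in edgeR (831 at an unadjusted p under 0.05; DESeq2 was not run for this test). From the lower inflammatory genes and the higher regulatory and lipid genes, the paper proposes that MSCs weaken pro-inflammatory expression and strengthen regulatory and metabolic pathways across the macrophage subsets.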

In the per-mouse pseudo-bulk DEG analysis, several signature genes common to M0, M1, and M2 were identified, consistent with the primary analysis. However, few pathways related to a downregulated inflammatory response in M1 or an upregulated inflammatory response in M2 were observed (Figure S5).

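With counts summed per mouse, 104 of 8181 tested genes were called in M0-like cells, 48 higher and 56 lower in MSC-treated mice. In M1-like cells 76 of 9564 were called, 52 higher and 24 lower, and in M2-like cells 4 of 10421. Those 4 were *Ypel3*, *Srm*, an enzyme of spermidine synthesis (log2 fold change 0.94, standard error 0.095, adjusted p = 0.042), *Gnl3* (0.85, standard error 0.089, adjusted p = 0.042) and the deubiquitinase gene *Usp2*. A log2 fold change beyond 1 as well was met by 50, 17 and 2 of them. Of 8032 genes tested in all 3 subsets, edgeR called 0 in all 3 at once, with 961, 1260 and 1315 genes at an unadjusted p under 0.05 in the separate subsets and 128, 130 and 159 called by DESeq2. With only 4 calls in M2-like cells, hardly any gene could have been shared, so this 0 does not speak against genes in common. The overlap of the DESeq2 calls was not computed. M0-like and M1-like cells shared 3 higher calls and 1 lower call, and M1-like and M2-like cells shared 2 higher and 1 lower, in subsets that come from the same mice. Other genes called higher in M0-like cells included *Cish*, an inhibitor of cytokine signaling (log2 fold change 1.95, standard error 0.37, adjusted p = 0.052), *Id1*, an inhibitor of transcription factors (1.53, standard error 0.17, adjusted p = 0.0030), and *Aif1*, an actin-bundling protein (1.51, standard error 0.23, adjusted p = 0.020). Other calls in M1-like cells included rises of *Lpl* (2.14, standard error 0.38, adjusted p = 0.077) and of the growth regulator *Myc* (1.60, standard error 0.23, adjusted p = 0.074) and falls of *Ankrd44* (-0.74, standard error 0.11, adjusted p = 0.074) and *Cdca3* (-0.66, standard error 0.11, adjusted p = 0.077). Groups did not overlap for 17.0%, 19.0% and 19.2% of the tested genes of M0-like, M1-like and M2-like cells, where chance gives 10%. The count in M0-like cells was 464 without control mouse 2, 58 without control mouse 3, and 14, 18 and 28 without MSC-treated mouse 1, 2 and 3. In M1-like cells it was 126 and 127 without control mouse 1 and 2, and 0 without control mouse 3 or any MSC-treated mouse, and in M2-like cells it was 0 without control mouse 1 or 3 or MSC-treated mouse 1 or 3. *Cish* did not pass without control mouse 3 (adjusted p = 0.15) or MSC-treated mouse 1, 2 or 3 (0.22, 0.22 and 0.15), while *Id1* and *Aif1* passed without any 1 mouse; *Aif1* was lost without integration (0.67) and when the class between M0-like and M2-like cells was joined to M0-like cells (0.47), an alternative chosen after seeing the data. With the looser cell filter *Lpl*, *Myc*, *Ankrd44* and *Cdca3* in M1-like cells did not pass (0.21, 0.15, 0.12 and 0.15), nor did *Ankrd44* at resolution 1.2 (0.10). *Srm* and *Gnl3* in M2-like cells passed only with control mouse 2 left out (0.066 each) and in no other omission (0.14 to 0.33), and did not pass at resolution 1.2 (0.17 and 0.13).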

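Over all monocyte or macrophage-like cells, a wider group than either subset, 3 of 32 tested genes of the inflammatory response to bacterial products were lower in MSC-treated mice and 29 did not pass (11 lower and 2 higher when adjusted over the list alone). They were *Ccrl2*, a receptor that binds the chemoattractant chemerin (log2 fold change -1.86, standard error 0.30, adjusted p = 0.082), *Cd14* (-0.77, standard error 0.12, adjusted p = 0.082) and *Trem1*, an activating receptor of myeloid cells (-0.44, standard error 0.073, adjusted p = 0.082). Camera gave the list an adjusted p of 1.3e-05, or adjusted p = 0.60 with an estimated correlation. Camera also called markers of other cells downward: those of neutrophils (adjusted p = 0.028, or adjusted p = 0.92 with an estimated correlation; median log2 fold change -0.53), lost without control mouse 2 (0.52) or MSC-treated mouse 1 (0.084) or 3 (0.17), and those of B cells (adjusted p = 0.0052, or adjusted p = 0.84 with an estimated correlation; median -0.55), lost without control mouse 2 (0.44) or MSC-treated mouse 1 (0.061). Of 23 and 11 such markers tested, edgeR called 0 each, with 3 lower in each list at an unadjusted p under 0.05 and 1 in each called lower by DESeq2. The whole compartment gave 162 called genes of 11532, 98 higher and 64 lower. That count was 66 without control mouse 1, 271 without control mouse 2, 3 without control mouse 3 and 0 without any 1 of the MSC-treated mice.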

### MSCs promote M2-like polarization and suppress pro-inflammatory pathways

As inflammation induces macrophage activation and alters the distribution of their subsets, we performed trajectory analysis to investigate the functional changes associated with polarization [21, 22]. For pseudotime ordering, we defined the M0 cluster as the root state to anchor the trajectory and ensure interpretability of directionality. This analysis revealed that MSC treatment promoted a shift toward M2-like transcriptional states. 

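Genes listed as an M2 program had a positive median change in each macrophage subset of MSC-treated mice, although few of them passed. In M0-like cells 1 of 15 tested, *Cd36*, was higher and 14 did not pass, with a median log2 fold change of 0.49 (7 higher and 2 lower when adjusted over the list alone). In M1-like cells 2 of 18, *Myc* and *Hmox1*, were higher and 16 did not pass, with a median of 0.48 (5 higher when adjusted over the list alone), and 2 of the 18 are genes the paper names there. In M2-like cells edgeR called 0 of 23, with 9 higher and 0 lower at an unadjusted p under 0.05, 3 called higher by DESeq2 and 5 higher when adjusted over the list alone, and the median was 0.44. *Myc* had a log2 fold change of 1.28 in M2-like cells (standard error 0.17, adjusted p = 0.11). Camera gave adjusted p of 0.0024, 2.8e-07 and 4.0e-05 in M0-like, M1-like and M2-like cells, or adjusted p = 0.25, adjusted p = 0.55 and adjusted p = 0.72 with an estimated correlation. The call in M0-like cells was lost without MSC-treated mouse 1 (adjusted p = 0.058). Camera also called this list in neutrophil-like, NK-like, CD8 T-like and naive CD4 T-like cells, so its call was not particular to macrophage subsets. Fry, another list test of limma, called it in naive CD4 T-like cells (adjusted p = 0.042, median log2 fold change 0.43) and in no macrophage subset. Over all lists, camera called 11 in M1-like and 10 in M2-like cells. Most other ways to divide the mice 3 against 3 gave as many or more, up to 19 and 18. Genes of an M1 program were not called as a list in any of the 3 subsets (camera adjusted p = 0.99, 0.72 and 0.56). Pseudotime itself was not analysed here.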

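In M1-like cells, 3 of 37 tested negative regulators of leukocyte activation were higher, among them the inhibitory receptors *Lilrb4a* (log2 fold change 0.38, standard error 0.066, adjusted p = 0.077) and *Clec12a* (0.66, standard error 0.13, adjusted p = 0.095), 1 was lower and 33 did not pass (6 higher and 3 lower when adjusted over the list alone). In M2-like cells edgeR called 0 of 40, with 6 higher and 5 lower at an unadjusted p under 0.05, 2 higher and 1 lower in DESeq2, and 4 higher and 3 lower when adjusted over the list alone. Camera gave adjusted p of 0.37 and 0.91, and the list passed in M1-like cells without control mouse 1 (0.044) and without integration (the list negative regulators of leukocyte activation in M1-like cells, 0.015). Positive regulators were lower for 5 of 41 genes in M0-like cells, such as *Clec4d* and *Thbs1*, higher for 1, *Aif1*, and not past the threshold for 35 (7 lower and 6 higher when adjusted over the list alone; camera adjusted p = 0.17, or 0.0020 without control mouse 2). In M1-like cells edgeR called 0 of 42 positive regulators, with 3 higher and 6 lower at an unadjusted p under 0.05, 1 called by DESeq2 and 0 when adjusted over the list alone (camera adjusted p = 0.52, or 0.0039 without control mouse 1). In M2-like cells it called 0 of 44, with 3 higher and 4 lower at an unadjusted p under 0.05, 2 called by DESeq2 and 0 when adjusted over the list alone (camera adjusted p = 0.91, upward, with a median log2 fold change of -0.04). Single-sample enrichment scores were not computed.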

The pseudotime gradient further demonstrated dynamic gene expression changes along the trajectory, with notable activation of M2-related gene sets (Figure 4A and B). ssGSEA further highlighted the upregulation of pathways associated with “negative regulation of leukocyte activation” and suppression of “positive regulation of leukocyte activation” (Figure 4C), while pathways related to “positive regulation of type 2 immune response” and “positive regulation of tissue remodeling” were not significantly affected (Figure S6).

**Figure 4.**
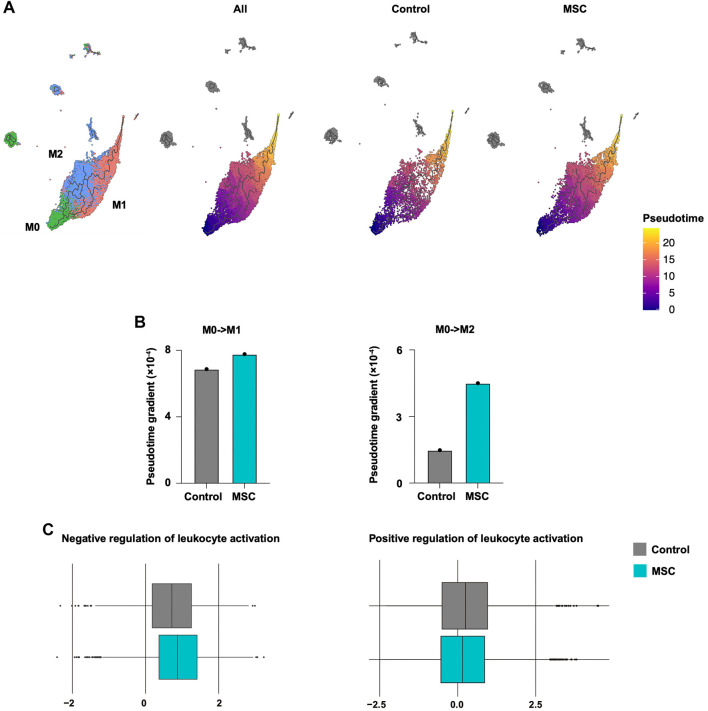
**MSC biases macrophage state transitions toward an M2-like program.** (A) Pseudotime trajectory inference for macrophage subsets (M0, M1, M2), illustrating a branching structure with progression from M0 toward M1 and M2 endpoints. Left, cluster annotation overlaid on the trajectory manifold; right, pseudotime coloring shown for all macrophages and stratified by group (control vs MSC), with increasing pseudotime indicated by the color scale. (B) Quantification of trajectory dynamics, shown as the pseudotime gradient along the M0→M1 and M0→M2 branches in control and MSC groups, highlighting an MSC-associated increase along the M0→M2 direction. (C) Box plots of ssGSEA scores for GO terms related to leukocyte activation within macrophage populations, showing increased enrichment of “negative regulation of leukocyte activation” and reduced enrichment of “positive regulation of leukocyte activation” in MSC compared with control. Abbreviations: MSC: Mesenchymal stem cell; ssGSEA: Single-sample gene set enrichment analysis; GO: Gene Ontology; M0: Unpolarized macrophage; M1: Classically activated macrophage; M2: Alternatively activated macrophage.

### Transcriptional changes in inflammatory cytokines following MSC treatment in sepsis

To correlate plasma cytokine data with cellular transcription, we examined the expression of cytokine genes within the scRNA-seq dataset. 

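*Tnf*, which encodes TNF-α, rose over all cells summed per mouse from 33.0 ± 6.92 CPM in control mice to 49.7 ± 4.23 CPM in MSC-treated mice (SD, n = 3 each), with every MSC-treated mouse above every control mouse. Its log2 fold change was 0.59 (standard error 0.15, adjusted p = 0.055; ENSMUSG00000024401, chromosome 17 of GRCm38 from 35199381 to 35202007). *Il12a*, the p35 chain of IL-12 (ENSMUSG00000027776, chromosome 3 from 68690644 to 68698547), fell from 4.64 ± 0.881 to 2.69 ± 0.419 CPM (log2 fold change -0.79, standard error 0.18, adjusted p = 0.042). These were the 1 higher and 1 lower gene of 11 tested for the measured plasma cytokines, and 9 did not pass, with the same counts when adjusted over the list alone. *Ccl2*, which encodes MCP-1, had 171 ± 31.9 CPM with MSCs and 82.4 ± 46.9 CPM in the control group (log2 fold change 1.05, standard error 0.38, adjusted p = 0.12), and *Il1b* had 523 ± 145 and 681 ± 271 CPM (log2 fold change -0.38, adjusted p = 0.43). *Il6* (log2 fold change -0.10, adjusted p = 0.88), *Il10* (-0.61, adjusted p = 0.42), *Ifng* (0.43, adjusted p = 0.47), *Ccl3* (0.39, adjusted p = 0.29), *Ccl4* (-0.14, adjusted p = 0.90), *Il1a* (0.48, adjusted p = 0.78) and *Csf2* (0.21, adjusted p = 0.72) did not pass. *Il12b* and *Il13*, with 5 and 3 UMIs in all, were too sparse to test. Sums over all cells also carry the change in class shares. *Tnf* did not pass in any of the M0-like, M1-like, M2-like and neutrophil-like classes (adjusted p = 0.42, 0.20, 0.43 and 0.13), with a log2 fold change of 0.83 in neutrophil-like cells. The *Tnf* and *Il12a* calls were lost with the looser cell filter (adjusted p = 0.18 and 0.12) and without MSC-treated mouse 1 (0.11 and 0.12), 2 (0.16 and 0.14) or 3 (0.16 and 0.10).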

In alignment with the multiplex assay, no significant increase in pro-inflammatory cytokine transcripts was detected at the population level in MSC-treated mice; however, subtle variations were evident in specific myeloid subsets (Figure S7). These results suggest that the effects of MSCs at 6 hours are more prominently reflected in pathway-level and polarization signatures than in overt cytokine overexpression.

## Discussion

This study demonstrates that MSC treatment significantly enhances survival in a murine model of sepsis, accompanied by substantial transcriptional changes across diverse immune cell populations, particularly within macrophage subsets, despite minimal alterations in systemic cytokine levels. Notably, macrophages displayed enhanced immunoregulatory processes with M2-like polarization rather than an M1 phenotype, underscoring the immunomodulatory effects of MSCs (Figure 5).

**Figure 5.**
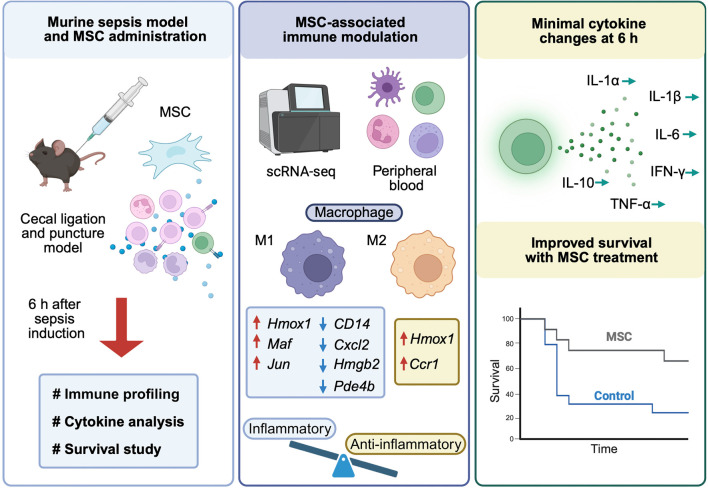
**Schematic summary of study design and MSC-associated immunomodulation in murine sepsis.** Overview of the CLP model with MSC administration and downstream readouts. Peripheral blood collected 6 h after sepsis induction was used for immune profiling by scRNA-seq and for plasma cytokine quantification, alongside a survival study. Integrated transcriptomic analyses highlight MSC-associated macrophage reprogramming toward an immunoregulatory, M2-like state, illustrated by increased expression of regulatory/stress-response genes (e.g., *Hmox1*) and reduced expression of inflammatory response genes (e.g., *Cd14*, *Cxcl2*, *Hmgb2*, *Pde4b*) within macrophage subsets. Despite these cellular transcriptional changes, systemic cytokine levels showed minimal early alterations at 6 h, whereas overall survival was improved in MSC-treated mice compared with controls. Arrows indicate the direction of MSC-associated gene expression changes. Abbreviations: CLP: Cecal ligation and puncture; MSC: Mesenchymal stem cell; scRNA-seq: Single-cell RNA sequencing; M1: Classically activated macrophage; M2: Alternatively activated macrophage; IFN-γ: Interferon gamma; TNF-α: Tumor necrosis factor alpha.

Several recent single-cell studies have characterized immune responses in murine sepsis, including CLP models; however, they have not focused on MSC therapy or systemic CD45^+^ immune profiling [11–13]. In our study, scRNA-seq revealed that MSC administration following sepsis induction promoted an anti-inflammatory immune environment. 

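In M1-like cells, *Cd14* had 226 ± 11.0 CPM in MSC-treated mice and 317 ± 104 CPM in control mice (SD, n = 3 each), a log2 fold change of -0.50 (standard error 0.21, adjusted p = 0.35). *Clec4e* had 257 ± 82.0 and 385 ± 246 CPM (log2 fold change -0.60, standard error 0.39, adjusted p = 0.57). Neither gene passed there and the mice of both groups overlapped, although *Cd14* in M1-like cells passed without the filter on low counts (adjusted p = 0.079) and without control mouse 1 (0.054). Without that filter, calls over all genes in M1-like cells rose from 76 to 360.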

Inflammatory markers such as *Cxcl2*, *Cd14*, and *Clec4e* were downregulated in M0 and M1 macrophages, which are typically associated with innate immune activation and excessive inflammation during sepsis [23–25]. This suppression may indicate a shift in macrophage polarization away from the pro-inflammatory M1 phenotype, potentially mediated by the immunomodulatory effects of MSCs. These findings corroborate prior studies that demonstrate MSCs exert anti-inflammatory effects, promote M2 functional polarization, mitigate the cytokine storm, and enhance survival in experimental sepsis models [9, 26–30]. Our study extends this knowledge by providing single-cell resolution of systemic immune responses, highlighting early transcriptional reprogramming of circulating macrophages and myeloid cells. The downregulation of these markers offers mechanistic insights into how MSC therapy modulates the innate immune landscape to facilitate the resolution of inflammation.

Pathway enrichment analysis further illustrated the functional reprogramming of macrophages associated with MSC administration. In M0 and M1 subsets, pathways related to inflammatory responses, lipopolysaccharide signaling, and chemotaxis were downregulated, while pathways associated with T-cell activation, leukocyte differentiation, and cholesterol biosynthesis were enriched. 

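Of 21 tested genes of cholesterol synthesis in M1-like cells of MSC-treated mice, *Idi1*, an isoprenoid isomerase (log2 fold change 0.83, standard error 0.13, adjusted p = 0.077), and *Cyp51*, a sterol demethylase (0.81, standard error 0.16, adjusted p = 0.098), were higher and 19 did not pass (10 higher when adjusted over the list alone). *Idi1* did not pass without control mouse 3 (0.25) or MSC-treated mouse 1, 2 or 3 (0.27, 0.30 and 0.21), nor with the looser cell filter (0.12). *Sqle*, squalene epoxidase, had a log2 fold change of 1.2 (standard error 0.35, adjusted p = 0.21). The list's median was 0.37, or 0.36 without the 2 genes the paper names, and camera gave an adjusted p of 5.9e-09, or adjusted p = 0.55 with an estimated correlation. In M0-like cells edgeR and DESeq2 each called 0 of 14 tested genes, with 1 higher at an unadjusted p under 0.05 and 0 when adjusted over the list alone, and camera gave an adjusted p of 0.15, or 0.021 without control mouse 1 and 0.029 without MSC-treated mouse 2. Neutrophil chemoattractants were not called as a list in M1-like cells (camera adjusted p = 0.17) but passed without control mouse 1 (2.3e-08).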

The latter may support the bioenergetic demands of activated immune cells during inflammation [31, 32]. Additionally, pathways linked to the integrated stress response were upregulated, potentially aiding cellular adaptation and inflammation resolution [33–35]. Conversely, in the M2 subsets, pathways related to the positive regulation of IL-2 production and negative regulation of mitogen-activated protein kinase activity were downregulated, while the inflammatory response pathway was upregulated. These findings indicate that macrophage polarization is not a linear transition toward a fixed functional state, but rather involves dynamic and subset-specific reprogramming of immune and inflammatory pathways.

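*Atf4*, the central transcription factor of the integrated stress response, was higher in M1-like cells of MSC-treated mice, at 184 ± 1.93 CPM against 141 ± 6.39 CPM in control mice (SD, n = 3 each), a log2 fold change of 0.39 (standard error 0.069, adjusted p = 0.077; chromosome 15 of GRCm38 from 80255184 to 80257541). It was the 1 higher gene of 17 tested for this response, 0 were lower and 16 did not pass (3 higher and 1 lower when adjusted over the list alone). Camera did not call the list upward (adjusted p = 0.60), and its median log2 fold change was -0.07. In M0-like cells edgeR and DESeq2 each called 0 of 14 tested genes, with 1 higher and 3 lower at an unadjusted p under 0.05 (1 higher and 2 lower when adjusted over the list alone; camera adjusted p = 0.84).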

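*Dusp1*, whose product inactivates MAP kinases, had 819 ± 148 CPM in M2-like cells of MSC-treated mice and 1415 ± 90.9 CPM in those of control mice (SD, n = 3 each). Every MSC-treated mouse lay below every control mouse, and the log2 fold change of -0.79 (standard error 0.13) did not pass in edgeR (adjusted p = 0.16) and passed in DESeq2 (adjusted p = 0.00020). Of the inflammatory genes, *Il1b* had a log2 fold change of -0.81 (standard error 0.34, adjusted p = 0.38) and *Ccl2* one of 0.94 (standard error 0.28, adjusted p = 0.27) in these cells. Neither passed.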

Trajectory analysis suggested M2-like polarization rather than M1 phenotype following MSC treatment during sepsis. This observation was associated with the upregulation of *Hmox1*, a key anti-inflammatory and antioxidant gene, in both M1 and M2 macrophages. 

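In M1-like cells, *Hmox1* rose from 336 ± 71.7 CPM in control mice to 682 ± 135 CPM in MSC-treated mice (SD, n = 3 each), with every MSC-treated mouse above every control mouse. This is a log2 fold change of 1.03 (standard error 0.18, adjusted p = 0.077). The call was lost without control mouse 3 (adjusted p = 0.23), without MSC-treated mouse 1, 2 or 3 (0.31, 0.31 and 0.19) and at a clustering resolution of 1.2 (0.24). The difference in its response between M1-like and M2-like cells did not pass, as for every gene tested between these subsets.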

Previous studies indicate that MSCs facilitate this transition by enhancing mitophagy and reducing mitochondrial reactive oxygen species levels, thereby suppressing pro-inflammatory cytokine release and limiting pyroptotic cell death [36, 37]. The upregulation of *Hmox1* may enhance phagocytosis and bacterial clearance through its metabolites, including biliverdin, carbon monoxide, and bilirubin, which exert cytoprotective and immunomodulatory effects. Supporting this notion, the therapeutic benefits of MSCs have been shown to depend on *Hmox1*, as its inhibition significantly diminishes MSC efficacy in sepsis models [38]. Furthermore, M2 macrophages exhibited upregulation of pathways related to dendritic cell migration, chemotaxis, and RNA transcription. These findings suggest that MSCs not only reprogram macrophages toward a reparative phenotype but also enhance their interactions with other immune cells. This aligns with previous reports indicating that MSCs modulate immune responses through both paracrine signaling and direct cell–cell interactions [39–43]. 

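Of 18 tested genes of dendritic cell migration and chemotaxis, edgeR called 0 in M2-like cells, with 3 higher and 0 lower at an unadjusted p under 0.05, and 3 higher in DESeq2 and when adjusted over the list alone. *Cd9*, a tetraspanin, had 38.5 ± 4.55 CPM in MSC-treated mice and 20.4 ± 5.69 CPM in control mice (SD, n = 3 each; log2 fold change 0.93, standard error 0.19, adjusted p = 0.18). Every MSC-treated mouse lay above every control mouse for this gene, which did not pass. The list's median log2 fold change was -0.06, opposite in sign to camera's upward direction, which was not called (adjusted p = 0.33). RNA transcription was not analysed here as a list.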

Although these altered gene expressions are potentially linked to the pathophysiology of sepsis, the lack of validation limits definitive conclusions in this study. Future research is warranted to deepen these findings through validation and mechanistic approaches.

Despite significant transcriptional changes, systemic cytokine levels remained largely unchanged following MSC treatment. While we cannot exclude the possibility of undetected cytokine alterations at different time points or temporal fluctuations in cytokine dynamics [44, 45], we performed scRNA-seq to gain a deeper understanding of the transcriptomic effects of MSC administration post-sepsis induction. Our findings suggest that the protective effects of MSCs occur independently of systemic cytokine modulation and are likely mediated through targeted cellular reprogramming, as revealed by our transcriptomic analysis. Collectively, early MSC effects may be detectable at the level of cellular transcriptional programs before becoming evident in plasma cytokine profiles, an observation that warrants further investigation in time-course studies.

Previous studies have reported improved survival rates with MSC treatment in murine sepsis models, with efficacy varying by source (adipose tissue, bone marrow, umbilical cord blood), dosing regimen, and administration timing [7, 46–50]. Multiple MSC administrations have demonstrated greater cytokine modulation compared to single doses [51]. In our study, a single dose of adipose tissue-derived MSCs significantly improved survival in the CLP model. While administration timing (immediate vs. 1 hour post-surgery) has shown a minimal impact on efficacy, production conditions may influence the therapeutic potential of MSCs [52, 53]. Future research should focus on optimizing production protocols and exploring multiple dosing regimens to enhance MSC efficacy in sepsis treatment. MSC products have entered early-phase clinical trials for septic shock and acute respiratory distress syndrome, and the transcriptomic changes observed here provide a mechanistic rationale supporting their immunomodulatory potential. However, translating these findings to clinical practice will require clarification of optimal dose, timing, route of delivery, and an understanding of whether similar immune trajectories occur in patients. Integration with plasma biomarkers and immune phenotyping in clinical samples may bridge this gap.

This study presents several limitations. First, scRNA-seq and cytokine measurements were collected 6 hours post-CLP surgery, leaving the temporal dynamics of gene expression and cytokine profiles in later phases undetermined. Future research with extended cytokine profiling and time-course single-cell analysis is essential to fully characterize the temporal dynamics of MSC-mediated immunomodulation.

Second, validation of scRNA-seq findings through flow cytometry, immunohistochemistry, or qPCR was not possible due to the exhaustion of MSCs from the same production lot and financial constraints. Future studies should focus on validating the mechanisms underlying MSC-induced macrophage polarization.

Third, the pseudotime inference utilized reflects transcriptional similarity rather than direct lineage tracking; thus, it suggests but does not confirm a direct M1-to-M2 fate conversion. Therefore, our results should be interpreted as signatures of M2-like polarization temporally associated with MSC administration, rather than definitive evidence of mechanistic reprogramming.

Fourth, this study evaluated a single MSC product/source without direct comparisons to other MSC sources. Further investigations of other MSC types not included in this study could provide additional insights into the fundamental mechanisms underlying the therapeutic effects of MSCs.

Fifth, this exploratory study did not incorporate an a priori power calculation for survival outcomes, which may limit the robustness of effect size estimations. Additional limitations include the absence of a sham scRNA-seq baseline and the use of pooled sequencing, which restricts biological replication at the mouse level and could inflate statistical power at the cell level. Future work incorporating per-mouse sequencing or pseudo-bulk validation with larger sample sizes will be beneficial.

Sixth, this study was conducted exclusively in male mice, thus not assessing potential sex-specific differences in immune responses to MSC treatment, an aspect that should be addressed in future studies.

Seventh, while human-derived MSCs are known to exhibit low immunogenicity [15, 54], we did not directly evaluate their specific impact on host responses following administration. We did not track the biodistribution or persistence of MSCs post-infusion, nor did we assess potential immune recognition of the administered cells. Although human adipose-derived MSCs are generally considered hypo-immunogenic, the extent to which they engraft or interact with host immune cells during early sepsis remains unclear. Future studies employing MSC-tracking methodologies will be vital for elucidating these mechanisms.

Eighth, our analysis focused exclusively on circulating CD45^+^ cells, and peritoneal macrophages were not examined morphologically or phenotypically. Given that MSCs may influence local immune cell dynamics at the infection site prior to systemic effects, analyzing peritoneal macrophages represents a crucial next step for mechanistic investigation.

Ninth, the model was optimized to achieve approximately 50% mortality; however, our experiment recorded a control mortality of 66.7% at 168 hours. Variability in CLP severity is expected due to both technical and biological factors.

Finally, the role of MSC-derived extracellular vesicles, including exosomes, has not been addressed, despite reports indicating their potential to mediate anti-inflammatory effects in sepsis [55, 56]. Future research should aim to deepen our understanding of MSC-mediated immunomodulation and its influence on sepsis pathophysiology.

## Conclusion

This study demonstrated that MSC treatment significantly improved survival in a murine model of sepsis. scRNA-seq revealed that MSC treatment was associated with transcriptional changes indicative of M2-like macrophage polarization and a reduction in inflammatory signaling. These findings underscore the therapeutic potential of MSCs as immunomodulatory agents in the treatment of sepsis and highlight the value of single-cell transcriptomics in elucidating the complex cellular mechanisms underlying sepsis pathophysiology.

## Supplemental data

Supplemental data are available at the following link: https://www.bjbms.org/ojs/index.php/bjbms/article/view/13517/4139.

## Data Availability

The single-cell RNA-seq data generated for this study have been deposited in the Gene Expression Omnibus (GEO) under accession code GSE318688. Source data are provided with this paper.

How the deposited data were processed for this re-analysis (not part of the article)

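CD45+ blood cells of 3 control mice and 3 MSC-treated mice, taken 6 hours after CLP, had been captured with the 10x Genomics 3' kit version 3.1, with a library per mouse. The authors made the deposited counts with Cell Ranger (version 6.1.0 in the submitters' notes) on mm10, and the matrices hold unique molecular identifiers (UMIs) per gene and barcode called as a cell, before any filter on cell quality. The annotation release is not given in the sources used here. All values were whole numbers, and no pair of libraries was a copy of another (the smallest chi-square per degree of freedom between 2 libraries was 8.37 over 11561 genes). Coordinates are those of GENCODE vM21 on GRCm38, in which 32158 of 32285 gene identifiers were found.

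Genes seen in at least 3 cells and cells with more than 1000 and fewer than 4000 genes and under 10% mitochondrial counts were kept, as in the paper. Libraries were integrated in Seurat 5.3.0 (R 4.3.3) by canonical correlation anchors with 2000 variable features and 100 dimensions, and clustered on 50 principal components at a resolution of 0.8. Clusters were named from lists of canonical markers, including those of Figure 1C. M2-like was the name left for monocyte or macrophage-like clusters that met no other rule, with no level of M2 markers required. The marker lists, the tests, the thresholds, the gene lists and most alternatives were fixed before the data were examined. The marker levels at which a cluster took a name were set after the clusters' levels had been seen, and so were the alternatives that joined the class between M0-like and M2-like cells to either neighbor, left genes out of the clustering, or changed the pseudocount of pooled values. Scrublet (scanpy 1.11.5) marked doublets in each library, and they were removed only in an alternative. Clusters with markers of several lineages were left out of the classes that the text reports, and 3 of them had 93.4%, 90.8% and 89.6% of their cells marked as doublets.

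Counts were summed per mouse over the cells of each class with at least 20 cells in every mouse. The sums ranged from 1535842 to 2095836 UMIs in M0-like, from 2565122 to 7815998 in M1-like, from 4971795 to 15299271 in M2-like and from 9280026 to 15033528 in neutrophil-like cells. M0-like cells carried 5050 UMIs per cell, M1-like cells 13640 and M2-like cells 10384. MSC-treated and control mice were compared in edgeR 4.0.16 (TMM, filterByExpr, quasi-likelihood F test, Benjamini-Hochberg), with genes called at an adjusted p under 0.1. Class shares were compared in the same way on cell numbers with the total as offset, at an adjusted p under 0.05. Gene lists, 33 in all, were tested within a class in limma 3.58.1 with camera at a preset correlation of 0.01 between genes, with an estimated correlation and with fry, at an adjusted p under 0.05. Differences in response between subsets were tested as an interaction in edgeR. Exact permutation tests were 2-sided, and the smallest p they can give is 0.1. CPM are means ± SD over mice, and errors of log2 fold changes are standard errors.

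For each macrophage subset, genes were named if the paper's text or Figure 3 names them for it, or if they had 1 of the 5 largest rises or falls past the threshold with a mean of at least 20 CPM and no overlap between groups. Other genes are named as members of a list. Pooled log2 fold changes over cells took each count per 10000 in its cell, with 1 added to the sum over cells.

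The tests were run on simulated data with known changes at the depth of these mice. For genes, the spread was the one fitted to their abundance, so genes of like abundance varied alike. Differences in spread between such genes were not simulated, so the shares recovered need not hold for the real mice. Of genes changed 2-fold, 49 of 63 were called in M0-like, 57 of 66 in M1-like and 58 of 71 in M2-like cells, and 8 of 133, 24 of 182 and 11 of 153 calls were false. Of genes changed 1.5-fold, 24 of 80, 34 of 66 and 25 of 69 were called. Camera called 5 of 5 lists of random genes that were moved in M2-like cells and 0 of 28 that were not. Genes were simulated independently of each other, so the 0 does not show how camera behaves for genes that vary together. With the real counts of M2-like cells, control 1, MSC 2 and MSC 3 against the other mice gave 18 list calls, and the real groups gave 10. A doubled M2-like class was called in 28 of 50 draws, with 4 calls among 888 tests of other classes.

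Alternatives were DESeq2 1.42.0, no filter on low counts, an adjusted p under 0.05, a log2 fold change beyond 1 as well, the replicate number as a block, each mouse left out, no integration, resolutions of 0.4 and 1.2, a looser cell filter (more than 500 and fewer than 6000 genes), doublets removed, TMM scaling of class counts and a denominator without neutrophil-like cells. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 made the tables and plots. Survival, plasma cytokines, gene ontology collections, single-sample enrichment, pseudotime and the paper's supplementary tables were not analysed here.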

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

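The tests of a difference in response between subsets were planned, and the tests that weigh explanations of the lymphocyte genes were chosen after the result was seen.

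Genes whose response to MSCs differed between subsets were picked out by an interaction test. The change in M2-like minus that in M0-like cells was 1.02 for *Il1r2* (adjusted p = 0.098 in edgeR), 1.67 for *Thbs1* (0.068), -1.24 for *Naaa* (0.051), -1.05 for *Ypel3* (0.046) and -1.59 for *Aif1* (0.043). The change in M1-like minus that in M0-like cells was -1.58 for *Naaa* (0.0013), 1.39 for *Tarm1* (0.090) and -1.04 for *Pdcd4* (0.090). *Thbs1*, *Il1r2* and *Tarm1* fell mainly in M0-like cells, *Naaa* and *Aif1* rose mainly there, and *Ypel3* and *Pdcd4* fell mainly in the other subset of the pair. The interaction used the main clustering only, so moved cells are not separated from a response of 1 subset. When M0-like cells took in the class between M0-like and M2-like, *Tarm1* changed by -0.28 and *Aif1* by 0.26 (edgeR adjusted p = 0.49 and 0.47). That joining was chosen after seeing the data. *Aif1* was also lost without integration (0.67). The *Tarm1* call in M0-like cells was lost at resolution 0.4 (0.20) and without control mouse 3 or any 1 MSC-treated mouse (0.18 to 0.30). The 10 ways of splitting the mice 3 and 3 are too few for a share under 0.05: the real split gave 20 genes between M0-like and M2-like cells (highest other 51, with 2 as large), 11 between M0-like and M1-like cells (highest other 27, with 2 as large) and 0 between M1-like and M2-like cells (highest other 11, with 10 as large).

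In lymphocytes, whose genes the paper does not discuss, *Gadd45b*, a stress-response gene, was higher in MSC-treated mice in 5 of 5 lymphocyte classes (log2 fold change 1.68 in B-like, 1.25 in NK-like, 1.54 in naive CD4 T-like, 1.18 in CD8 T-like and 1.29 in activated T-like cells), and *Icam1* and *Sertad1* were called in 3 each; the *Gadd45b* call in NK-like cells was lost without control mouse 1 (adjusted p = 0.40) and without MSC-treated mouse 1, 2 or 3 (0.33, 0.11 and 0.10). *Icam1* was lost without control mouse 1 or 3 in B-like cells (0.14 and 0.11), without control mouse 3 in naive CD4 and CD8 T-like cells (0.20 and 0.35), without MSC-treated mouse 1 or 2 in both (0.47 and 0.18; 0.59 and 0.32) and without MSC-treated mouse 3 in the former (0.13), and *Sertad1* without MSC-treated mouse 1 in naive CD4 T-like, NK-like and CD8 T-like cells (0.20, 0.11 and 0.54), control mouse 1 in NK-like (0.19) and MSC-treated mouse 3 in CD8 T-like cells (0.17); at resolution 0.4 *Gadd45b* was lost in NK-like (0.21) and *Sertad1* and *Icam1* in CD8 T-like cells (0.19 and 0.40). Free RNA, which adds alike to every cell, is argued against as the whole source in B-like cells, where these genes rose by 1.38 UMIs per cell (standard error 0.219) against 0.121 per neutrophil-like cell (standard error 0.148), a difference of 1.26; it stays open in the other 4 classes, whose rises of 0.554 to 0.710 overlap that of neutrophil-like cells within 2 standard errors. A response to handling in every cell type also stays open, since the lower median log2 fold change in neutrophil-like and all monocyte or macrophage-like cells was 0.38 against a smallest lymphocyte median of 0.59, and a response of lymphocytes to MSCs may equally be the source. The 3 genes differed in these 2 groups. *Sertad1* had log2 fold changes of 0.53 and 0.38 there (standard errors 0.13 and 0.13). *Gadd45b* had 0.06 and 0.38 (standard errors 0.26 and 0.24), and *Icam1* had 0.40 and -0.08 (standard errors 0.54 and 0.094). The planned list of immediate early and dissociation-linked genes, which holds *Gadd45b*, was called upward by camera in 5 of 5 lymphocyte classes (adjusted p = 1.7e-07 in B-like, 2.2e-12 in NK-like, 1.2e-09 in naive CD4 T-like, 5.5e-12 in CD8 T-like and 0.0033 in activated T-like cells; with an estimated correlation, adjusted p = 0.20, adjusted p = 0.31, adjusted p = 0.32, adjusted p = 0.34 and adjusted p = 0.47) and in no myeloid group (0.31 to 0.71; downward in M2-like cells without control mouse 1, 0.027, or MSC-treated mouse 1, 0.022), so a response to handling in lymphocytes alone stays open too; the call for immediate early and dissociation-linked genes in activated T-like cells was lost without MSC-treated mouse 1 (0.088).

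Summed over the 5 lymphocyte classes there were 48 calls, in which a gene counts once per class. A split of control 1, control 3 and MSC 1 against control 2, MSC 2 and MSC 3 gave 200, several times as many and mostly in T cells (97 in CD8 T-like and 89 in naive CD4 T-like cells). With the real split included, 2 of 10 splits gave at least 48. A structure of the samples other than treatment may be the source and was not tested. Camera also called markers of other cells in these classes, among them T-cell markers upward in B-like cells (adjusted p = 5.3e-07, or adjusted p = 0.35 with an estimated correlation) and neutrophil markers downward in activated T-like cells (adjusted p = 1.9e-06, or adjusted p = 0.47 with an estimated correlation).

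In neutrophil-like cells, 3 genes outside those the paper discusses were called. *Crip1* in neutrophil-like cells had a log2 fold change of 2.03 (1.49 with doublets removed; lost without MSC-treated mouse 1, adjusted p = 0.18, and without integration, 0.19), *Clec12a* one of 1.17 and *Hist1h1e* one of -1.06. Without control mouse 3 and MSC-treated mouse 1, 2 and 3, the adjusted p was 0.22, 0.18, 0.11 and 0.26 for *Clec12a* and 0.13, 0.18, 0.11 and 0.26 for *Hist1h1e*, and without control mouse 1 it was 0.11 for *Clec12a*; with the looser cell filter it was 0.11 for both. In the same cells camera called classical monocyte genes upward (adjusted p = 0.00034, or adjusted p = 0.35 with an estimated correlation), past the threshold without any 1 mouse, class II antigen presentation (0.0061, or adjusted p = 0.42 with an estimated correlation), lost without control mouse 1 (0.14) or MSC-treated mouse 3 (0.12), and monocyte to macrophage differentiation (0.027, or adjusted p = 0.42 with an estimated correlation), lost without control mouse 2 (0.24). Without integration the list of monocyte to macrophage differentiation changed direction and did not pass. Of 14, 9 and 17 genes tested, edgeR called 0 in each list, with 7, 2 and 5 higher and 1, 0 and 1 lower at an unadjusted p under 0.05, and DESeq2 called 4, 2 and 1 higher and 1, 0 and 0 lower; whether RNA of monocytes lies behind the *Crip1* and *Clec12a* calls was not tested. The splits are too few for a share under 0.05: the real split called 3 genes and the highest other also 3 (2 of 10 as large).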

How the results depend on the processing

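The alternatives on the class between M0-like and M2-like cells, on clustering without genes that differed at an unadjusted p under 0.05 and on the pseudocount were chosen after the data were seen, and the others were planned. Integration and resolution do not apply to cytokines, which were summed over all cells. The cause was not tested for any change.

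Counts of called genes moved with the test. DESeq2 called 130 genes in M1-like cells in place of 76, 159 in M2-like in place of 4, 180 in neutrophil-like in place of 3 and 528 in all monocyte or macrophage-like cells in place of 162. Without a filter on low counts the counts were 470 in M0-like, 360 in M1-like, 81 in M2-like, 337 in neutrophil-like and 538 in other classes (calls summed over the 5 lymphocyte classes). An adjusted p under 0.05 left 30 in M0-like, 3 in M1-like and 2 in all monocyte or macrophage-like cells and 1 cytokine gene. A log2 fold change beyond 1 as well left 50 in M0-like, 17 in M1-like, 2 in M2-like, 26 in all monocyte or macrophage-like cells, 29 in other classes and 0 cytokine genes.

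Nothing in the paper says that replicate numbers pair these mice. Over all cells summed, same-numbered mice did not deviate alike from their group's mean (correlations -0.11, -0.05 and -0.14). Among the other pairs, the correlation was highest for control mouse 3 with MSC-treated mouse 1 (0.31). It was 0.22 for control mouse 2 with MSC-treated mouse 3, and lowest for control mouse 2 with MSC-treated mouse 1 (-0.21). The lymphocyte classes were not examined for this. With the replicate block, edgeR called 0 genes in M1-like, M2-like and all monocyte or macrophage-like cells, 78 in other classes, 1 cytokine gene and 0 class shares; the log2 ratio of the M2-like share was 1.19 and that of all monocyte or macrophage-like cells 0.75, neither past the threshold. Of 75 named gene calls, 34 were lost with that block, 32 with a log2 fold change beyond 1 as well, 30 at an adjusted p under 0.05, 23 with the looser cell filter and 3 each with DESeq2 and with doublets removed; of 73 that could be compared, 12 were lost at resolution 0.4, 9 at resolution 1.2 and 7 without integration, and of 18, 7 were lost when the class between M0-like and M2-like cells was joined to M0-like cells.

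Resolution 1.2 gave 42 genes in M1-like and 2 in M2-like cells, 2 class shares and an M1-like share of 0.94 that passed. No integration gave 8 genes in M2-like cells, 0 class shares, an M2-like share of 0.99 and one of 0.76 for all monocyte or macrophage-like cells, neither past the threshold. The looser cell filter gave 8 genes in M1-like, 1 in neutrophil-like and 45 in all monocyte or macrophage-like cells, 0 cytokine genes and a share of 0.67 for all monocyte or macrophage-like cells that did not pass. Doublets removed gave 7 genes in neutrophil-like cells. TMM scaling gave 3 class shares, with M1-like at 0.88 past the threshold and all monocyte or macrophage-like cells at 0.68 not past it, and the denominator without neutrophil-like cells gave 0.54 for the latter. Clustering without the genes at an unadjusted p under 0.05, where no cluster took the M2-like name, gave 2 class shares, with M1-like at 0.91 past the threshold and all monocyte or macrophage-like cells at 0.77 not past it.

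Of 101 list calls, 100 were lost with an estimated correlation and 98 with fry, and in the 5 myeloid groups 1 and 2 of 59 were left. No integration reversed neutrophil markers in M2-like cells (adjusted p = 0.011) and monocyte to macrophage differentiation in neutrophil-like cells (0.993). With the pseudocount on the mean, 27 pooled values were beyond 0.6 in place of 60.

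Without each mouse in turn, the counts ran from 14 to 464 in M0-like, 0 to 127 in M1-like, 0 to 5 in M2-like, 0 to 251 in neutrophil-like, 0 to 271 in all monocyte or macrophage-like cells, 18 to 153 in other classes, 0 to 4 for cytokine genes and 0 to 2 for class shares. The log2 ratio of shares ran from 1.1 to 1.31 in M2-like, 0.70 to 0.78 in all monocyte or macrophage-like and 0.65 to 1.48 in proliferating cells. At least 1 omission ended 63 of 75 named gene calls and 53 of 101 list calls, and no named gene reversed. Lists that reversed had adjusted p from 1.9e-06 to 0.953 (NF-kB feedback, neutrophil-like), 0.000613 to 0.961 (cell cycle, M1-like), 2.2e-15 to 0.450 (interferon-stimulated, B-like), 1.0e-09 to 0.997 (the same, CD8 T-like), 1.6e-09 to 0.573 (M2-like), 5.0e-08 to 0.443 (activated T-like) and 1.3e-15 to 0.0168 (naive CD4 T-like). For chemoattractants it ran from 0.0195 to 0.976 in B-like and 0.0112 to 0.803 in NK-like cells, for B-cell and T-cell markers in M2-like cells from 0.00268 to 0.904 and 0.0102 to 0.959, and for positive regulators in activated T-like cells from 0.00424 to 0.944. For neutrophil markers it ran from 7.2e-06 to 0.786 in B-like, 3.8e-10 to 0.230 in NK-like and 1.0e-06 to 0.518 in all monocyte or macrophage-like cells.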

Differences from the paper's values

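Of the tests named here, only the change of pseudocount was chosen after the data were seen.

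The paper reports 20 populations, and the integrated cells fell into 31 clusters here; of the alternatives set before the data were examined, no integration (27) and resolution 0.4 (21) come within 1.5 times of it, and resolution 1.2 (38) does not. M1 macrophages numbered about 5100 in Fig. 2B, read by eye, and M1-like cells 2283 here, or 2350 without integration, 2276 and 3269 at resolutions 0.4 and 1.2, 2599 with the looser cell filter and 2233 with doublets removed, all of which differ. The number of cells kept, 41052, equals the paper's, and of 11 MSC percents and 7 other class sizes read by eye in Fig. 2 none was over 1.5 times the other value. Within that tolerance, the MSC percent of NK cells was about 69% in Fig. 2C, read by eye, and 51.7% here. A factor of 1.5 is wide for a percent of a class, so it does not show that the MSC percents are the same.

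The pooled log2 fold changes compared with Figure 3 did not differ when 1 was added to the sum over cells. That form was chosen over 1 on the mean after the values of both were seen; on the mean, 27 of 70 named genes were beyond 0.6 in place of 60.

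The paper states that NK cells rose with MSCs, and NK-like cells were 4.94% in the control group and 4.87% with MSCs here (log2 ratio -0.02, with no alternative past the threshold). It states a rise of double-positive T cells, and 95 of 97 such cells came from 1 mouse. It finds no significant increase of cytokine transcripts, and *Tnf* (log2 fold change 0.59, adjusted p = 0.055 in edgeR; 0.62 and 0.0035 in DESeq2) passed here with no minimum fold change; it does not pass with a log2 fold change beyond 1 as well, as the paper asks of sums per mouse, and edgeR's call was lost without any 1 of the MSC-treated mice (0.11, 0.16 and 0.16) and with the looser cell filter (0.18).

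The paper reports genes changed in common to M0, M1 and M2 macrophages, and edgeR called 0 genes in all 3 subsets at once here, with 961, 1260 and 1315 at an unadjusted p under 0.05 and 128, 130 and 159 called by DESeq2 in the separate subsets. Since edgeR called only 4 genes in M2-like cells, this 0 cannot be set against the paper's statement. The overlap of the DESeq2 calls was not computed. It names *Cxcl2*, *Pde4b*, *Eps8* and *Maf* in M1 and *Hmox1* and *Ccr1* in M2 macrophages as changed, from tests that took cells as replicates. With mice as replicates none of these passed in edgeR, although all moved in the paper's direction, and DESeq2 called *Ccr1* (adjusted p = 0.012). Without the filter on low counts, edgeR called *Cxcl2* in M1-like cells (adjusted p = 0.0042), *Pde4b* in M1-like cells (0.011), *Eps8* in M1-like cells (0.015), *Maf* in M1-like cells (0.053) and *Ccr1* in M2-like cells (0.066), and without control mouse 1 it called *Cxcl2* in M1-like cells (0.023). No alternative called *Hmox1* in M2-like cells. Without the filter, calls over all genes rose from 76 to 360 in M1-like and from 4 to 81 in M2-like cells. M1-like cells here were fewer than the paper's M1 macrophages, so these comparisons need not be over the same cells.

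The paper reports regulation of leukocyte activation, the integrated stress response in M1, and dendritic cell migration in M2 macrophages from ontology terms. As lists of genes written for this work, negative regulators (camera adjusted p = 0.91 in M2-like cells), the stress response (0.60 in M1-like cells) and dendritic cell migration (0.33 in M2-like cells) were not called. The list negative regulators of leukocyte activation in M1-like cells was not called either (0.37), but passed without integration (0.015) and without control mouse 1 (0.044). The paper's own terms were not used here.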

Other observations

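All tests of explanations and of other splits in this part were chosen after the results were seen.

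The thymocyte-like cells of MSC-treated mouse 3 are a pattern of a single mouse. Doublets of mature CD4 and CD8 T cells are argued against, since the lower of *Rag1* and *Dntt* was 576 CPM in these cells and the highest level of both genes in the naive CD4 and CD8 T-like classes was 3.86 CPM. A treatment effect shared by the MSC-treated mice is argued against too, since the upper 95% bound for the other 2 mice was 0.0387% of cells, against 1.36% in mouse 3. Thymic tissue reaching this blood sample may be a source, which the CD45 sort would not remove, and was not tested.

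Of 22 neutrophil markers in M1-like cells, 1 was called lower, and the camera call of the list was lost with an estimated correlation (adjusted p = 0.55); the median log2 fold change was -0.74, or -0.77 with doublets removed and -0.55 over the 18 genes that the paper does not name there. Free neutrophil RNA in the control libraries is argued against, because the fall of 116 UMIs per M1-like cell (standard error 34.5) was 33.6 times the 3.46 UMIs found per naive CD4 T-like cell. Neutrophils joined to M1-like cells stay open: the shares of neutrophil RNA that 5 abundant genes imply differed 5.48-fold, with errors that overlap. Lower expression of these genes by the M1-like cells themselves may also be the source, which these data cannot tell apart from joined cells.

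The 10 splits of the mice are too few for a share under 0.05. The real split called 104 genes in M0-like (highest other 1), 76 in M1-like (highest other 0), 4 in M2-like (highest other 3) and 162 in all monocyte or macrophage-like cells (highest other 4), with 1 split as large in each. It called 2862 genes in all cells summed (highest other 1), 2 cytokine genes (highest other 0) and 1 class share (highest other 0), and 59 gene lists in the 5 myeloid groups (highest other 68, with 4 as large). By subset, it called 15 lists in M0-like (highest other 14), 11 in M1-like (highest other 19) and 10 in M2-like cells (highest other 18). In M1-like and M2-like cells most other splits called as many lists or more. The count in all cells summed was 2724, 1978 and 3051 without control mouse 1, 2 and 3, but 664, 41 and 540 without MSC-treated mouse 1, 2 and 3, and it was 990 with the replicate block and 1382 with the looser cell filter.

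Further lists were called by camera and lost with an estimated correlation. In neutrophil-like cells, edgeR called 0 of 36 interferon-stimulated genes (15 higher at an unadjusted p under 0.05, 8 higher in DESeq2 and 13 higher when adjusted over the list alone), while camera gave an adjusted p of 3.0e-17 upward, or adjusted p = 0.42 with an estimated correlation. Of 21 cholesterol synthesis genes, 5 were higher over all monocyte or macrophage-like cells and 16 did not pass (16 higher when adjusted over the list alone; camera adjusted p = 1.1e-18, or adjusted p = 0.56 with an estimated correlation). Of 17 FoxO and quiescence genes, 5 were lower there and 12 did not pass (6 lower when adjusted over the list alone; camera adjusted p = 3.1e-07, or adjusted p = 0.13 with an estimated correlation).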
